# Transcriptome Analysis of Chemically-Induced Sensory Neuron Ablation in Zebrafish

**DOI:** 10.1371/journal.pone.0148726

**Published:** 2016-02-10

**Authors:** Jane A. Cox, Bo Zhang, Holly M. Pope, Mark M. Voigt

## Abstract

Peripheral glia are known to have a critical role in the initial response to axon damage and degeneration. However, little is known about the cellular responses of non-myelinating glia to nerve injury. In this study, we analyzed the transcriptomes of wild-type and mutant (lacking peripheral glia) zebrafish larvae that were treated with metronidazole. This treatment allowed us to conditionally and selectively ablate cranial sensory neurons whose axons are ensheathed only by non-myelinating glia. While transcripts representing over 27,000 genes were detected by RNAseq, only a small fraction (~1% of genes) were found to be differentially expressed in response to neuronal degeneration in either line at either 2 hrs or 5 hrs of metronidazole treatment. Analysis revealed that most expression changes (332 out of the total of 458 differentially expressed genes) occurred over a continuous period (from 2 to 5 hrs of metronidazole exposure), with a small number of genes showing changes limited to only the 2 hr (55 genes) or 5 hr (71 genes) time points. For genes with continuous alterations in expression, some of the most meaningful sets of enriched categories in the wild-type line were those involving the inflammatory TNF-alpha and IL6 signaling pathways, oxidoreductase activities and response to stress. Intriguingly, these changes were not observed in the mutant line. Indeed, cluster analysis indicated that the effects of metronidazole treatment on gene expression was heavily influenced by the presence or absence of glia, indicating that the peripheral non-myelinating glia play a significant role in the transcriptional response to sensory neuron degeneration. This is the first transcriptome study of metronidazole-induced neuronal death in zebrafish and the response of non-myelinating glia to sensory neuron degeneration. We believe this study provides important insight into the mechanisms by which non-myelinating glia react to neuronal death and degeneration in sensory circuits.

## Introduction

In the peripheral nervous system, damage to and/or loss of sensory neurons can result in debilitating neuropathies [1–7] that often have a dramatic impact on quality of life. The cellular mechanisms involved in the response of neurons and glia to such pathological insults are poorly understood. Identification of the genes involved in the regulation and dysregulation of these pathways could offer the promise of new therapeutic approaches to treating these disorders.

Investigations into the pathophysiology of neuronal damage/death typically have utilized experimental paradigms involving non-selective damage to peripheral nerves; e.g., constricting, crushing or cutting nerves [8–10] or using non-targeted pharmacological agents [11, 12]. Such studies have shown that peripheral glia play critical roles in both the degenerative and regenerative processes that are involved in the responses to peripheral nerve damage [13–15]. Most efforts have focused primarily on myelinating Schwann cells [15–18], with the result that very little is known regarding how the non-myelinating glia that ensheath axons and neuronal somas respond to nerve damage. This is a significant knowledge gap given that approximately 80% of cutaneous nerve fibers are unmyelinated [19, 20], that they transduce such important modalities as itch, pain, temperature and mechanosensation [21–25], and that they are affected in many prevalent peripheral neuropathies [26].

Previous work from this lab has shown that the peripheral sensory circuits in the head are formed in zebrafish by 4 dpf [27]. At this stage, the neurons in the cranial ganglia are encapsulated by satellite glia and their axons are ensheathed by peripheral glia. Unlike the lateral line nerves of the head and trunk, the trigeminal and epibranchial circuits are unmyelinated at 4 dpf and remain so until at least 10 dpf [28]. Thus the ensheathing glia of these circuits are non-myelinating Schwann cells. In a recent report, we described a zebrafish line that allows for the selective ablation of these unmyelinated cranial nerves using the metronidazole (MET)-*nsfB* cell-death system [29]. Upon exposure to MET, the cranial neurons selectively expressing the *nsfB* transgene quickly died, with the affected cell bodies and axons degenerating over the course of 18 hours of treatment. This model therefore offers an opportunity to investigate the response of non-myelinating glial to nerve degeneration without the confounding contributions of myelinating Schwann cells. Of particular relevance to the current study is the fact that these neurons, and their unmyelinated axons, are restricted to the head.

The organismal response to loss of the affected sensory neurons and their axons was composed of several phases. The first phase, occurring in the first 5 hours of treatment, consisted of increased cell death followed closely by the beginnings of axonal degeneration. The second phase, occurring between 5–18 hours of treatment, comprised phagocytosis of the cell body/axonal debris and recruitment of macrophages to the areas of degeneration. Further analysis using *foxd3*^*zd10*^ mutants, which lack peripheral glia, demonstrated that both phagocytosis of axonal/neuronal debris and recruitment of immune cells were dependent on the presence of the non-myelinating glia ensheathing the neuronal somas and axons [29].

In this report, we utilized RNA-seq to identify genes that were differentially expressed in the larval head during the process of sensory neuron ablation and axon degeneration. Transcriptome analysis revealed that MET-induced toxicity affected only a small subset of genes (a total of 458, which is <1% of the total number found to be expressed in the head at this stage). Significant changes in gene expression reflected alterations in a select number of cellular pathways: e.g., membrane transport, anti-inflammatory pathways, oxidative stress, metabolism and cytokine signaling. Analyses were also carried out using RNA isolated from mutant larvae (*foxd3*^*zd10*^ nulls) that lack all peripheral glia [29–31]. In those experiments, no significant effect was seen on pathways involved in cytokine signaling, response to stress and oxidoreductase activities. Overall, the information regarding differential gene expression in these conditions provide a basis for further investigation into the cellular processes that underlie pathophysiological responses of neurons and glia to sensory nerve damage.

## Materials and Methods

### Ethics Statement

All experiments were carried out in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The Saint Louis University Animal Care Committee approved the procedures used (protocol # 1619) and all efforts were made to minimize the number of animals used and their suffering.

### Maintenance of fish and fish strains

All animal husbandry was carried out as described by Westerfield [32], and staging was carried out using the criteria of Kimmel et al. [33]. For some experiments, reduction of pigmentation of embryos/larvae was achieved by growing embryos in fish water containing phenylthiourea (PTU) at a concentration of 0.0015%. The following strains were used: *Tg(p2rx3*.*2(-4*.*0)*:*gal4vp16)*;*Tg(UAS*:*nsfB-mcherry)*, *Tg(p2rx3*.*2(-4*.*0)*:*gal4vp16)*;*Tg(UAS*:*nsfB-mcherry)*:*csfr1a*^*j4e1*^ and *Tg(p2rx3*.*2(-4*.*0)*:*gal4vp16)*;*Tg(UAS*:*nsfB-mcherry)*:*foxd3*^*zd10*^ [29], and *Tg(p2rx3*.*2(-4*.*0)*:*gal4vp16)*;*Tg(kaede)* [34].

### Metronidazole treatment

Larvae at 4dpf were treated with metronidazole (Sigma, St. Louis, MO) at a final concentration of 10 mM in fish water for either 2 or 5 hours. Control fish were treated with fish water alone. Verification of neuron ablation was carried out using epifluorescent imaging as described in [29].

### RNA sequencing and bioinformatic analyses

Heads of 4 dpf larvae exposed to 10 mM MET for either 0, 2 or 5 hours were dissected using a small scalpel (Katena Products Inc.), with 8 heads pooled per sample. Each sample was then homogenized in 250 μL of TRIzol (Life Technologies), and total RNA extracted. The RNA samples were then treated with DNase and column purified using a Qiagen RNEasy mini kit (Qiagen, Inc.). Biological triplicates were prepared for each condition. At this point, the total RNA samples were supplied to the Genome Technology Access Center at Washington University in St. Louis for library construction and high-throughput sequencing. RNA purity and integrity was determined using an Agilent Bioanalyzer 2100, and only those samples having a RIN > 8.7 were used. For library construction, 1 μg total RNA was used for each wild-type replicate and 0.35 μg for the mutant replicates. The total RNA samples were depleted of rRNA using the Ribo-Zero protocol (Epicentre). cDNA was synthesized, blunt ended, an A base added to the 3’ ends and Illumina sequencing adapters ligated using a proprietary protocol with enzymes from Enzymatics (Qiagen). cDNA fragments were then amplified for 12 cycles using primers incorporating unique index tags and multiplexed sequencing was performed using an Illumina HiSeq2500 platform (single end, 50 bp reads).

RNA-seq reads were aligned to the Danio rerio Zv9 assembly from Ensembl with STAR [35] version 2.0.4b. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount [36], version 1.4.5. Transcript counts were produced by Sailfish [37], version 0.6.3. Sequencing performance was assessed for total number of aligned reads, total number of uniquely aligned reads, genes and transcripts detected, ribosomal fraction, known junction saturation and read distribution over known gene models with RSeQC [38] version 2.3. All gene-level and transcript counts were then imported into the R/Bioconductor package EdgeR [39] and TMM normalized to adjust for differences in library size. Genes or transcripts not expressed in any sample were excluded from further analysis. Performance of the samples was assessed with a Spearman Correlation Matrix (S1 Fig). The data generated in this study has been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) database (accession number GSE 72682). Generalized linear models with robust dispersion estimates were created to test for gene/transcript level differential expression. The fit of the trended and tagwise dispersion estimates were then plotted to confirm proper fit of the observed mean to variance relationship where the tagwise dispersions are equivalent to the biological coefficients of variation of each gene. Differentially expressed genes and transcripts were then filtered for those having fold-changes (FC) > 1.2 together with false-discovery rate (FDR) adjusted p-values less than or equal to 0.05. R/Bioconductor package “gplots” was used to generate the heatmaps. The differentially expressed zebrafish genes in each condition were transferred to their human orthologs by using the PANTHER classification system (http://pantherdb.org/genes/index.jsp), then GO enrichment analysis was performed in ToppGene suite [40], with the p-value cut-off < 0.05 (corrected using the Benjamini and Hochberg (B&H) procedure).

A primary consideration in performing GO analysis was how to organize the identified DEGs into the requisite sets. Given that a relatively small population of cells in the head would be expected to be directly affected by MET treatment (peripheral sensory neurons, the peripheral glia that ensheath them, and a small number of *3*.*2*:*NTR*^*+*^ retinal cells), there was some concern that information might be lost if the pool of genes analyzed were chosen using too stringent of cutoffs. Also, since the exposure to MET was continuous over the 5 hrs, we also wanted an approach that would treat the data as dynamic rather than static. And most importantly, it was critical to have confidence in the analyses. Therefore, the following analytic strategy was used. First, a master pool which contained only the genes that met stringent statistical cutoffs (in our case, B&H derived FDR<0.05 and FC >1.2 or <-1.2) at either 2 hrs, 5 hrs, or at both time points was formed. Next, the FC values for each of the genes in the pool which met both cutoff values at one time point only were evaluated as a means to identify DEGs that were significant at one time point but whose expression was trending either up (FC > 1.2) or down (FC<1/1.2) at the time at which their FDR >0.05 (non-significant). Based on those two sets of criteria, it was possible to segregate the DEGs into one of three categories- 1) early response: contains DEGs which met the FDR and FC cutoffs at 2 hrs but not at 5 hrs, 2) continuous response: contains the sets of DEGs that met the FDR and FC criteria at both time points *plus* those that met the FDR and FC cutoffs at one time point but only the FC at the second time point, and 3) late response: those DEGs which met the FC and FDR criteria at 5 hrs but not at 2 hrs.

### Quantitative PCR

Total RNA was extracted from different experimental animals than those used for the transcriptome analysis using the protocol detailed above. Oligo-dT primed cDNA was then synthesized using a Superscript III first-strand synthesis kit (Life Technologies, INC), and qPCR carried out using validated prime sets obtained from SA Bioscience (Qiagen, Inc). For the qPCR, 1 μL of cDNA was used in a 10 μL SYBR green reaction mix. PCR and post-reaction analysis was carried out using a StudioQuant 6 PCR machine (Life Technologies, Inc).

### Analysis of Neurogenesis

Previous work by others have shown that the photoconvertible protein kaede can be used as a tool in neuronal birthdating [41]. Kaede is a green fluorescent protein that is converted into a stable red-fluorescent fragment after exposure to UV light. Given that the cranial sensory ganglia consist of tightly-packed clusters of neurons, we chose an approach that would allow us to obtain labeling of only a small number of neurons in each ganglion, so that we could reliably quantitate labeled cell bodies. To accomplish this, we obtained variegated expression of kaede in the epibranchial neurons using a binary expression system (*p2rx3*.*2*^*−4*.*0*^:*gal4VP16;UAS*:*kaede*) [34]. On the first day (3, 4, 5 or 7 dpf), photoconversion was carried out on live embryos/larvae that had been anesthetized with tricaine (0.01%). Conversion was performed using a 20x water immersion objective mounted on an Olympus FV-1000 MPE confocal microscope, with the region of interest (ROI) being the area containing the epibranchial ganglia. Before photoconversion was performed, a scan was done to verify that there was no pre-existing red-fluorescence within the ROI. Next, while imaging the target area in both the red and green channels, the 405nm laser was applied at a power of 0.5% or 1% for up to 1 minute, resulting in nearly all green fluorescence disappearing while robust red fluorescence appeared in every kaede^+^ neuron. The embryos/larvae were then washed 3x with fish water and returned to the fish facility. After 24 hours, the photoconverted embryos/larvae were then imaged again in both the green and red channels, with z-stacks being obtained. All z-planes were collapsed into maximal intensity projections using either Olympus Fluoview or NIH ImageJ software. Numbers of green^+^/red^-^ and green^+^/red^+^ neurons were counted in each z-stack, with 4–11 embryos/larvae examined per time point studied. Final brightness and/or contrast values of images were adjusted in Adobe Photoshop CS4.

## Results and Discussion

Our working hypothesis is that alterations in gene expression underlie the morphological responses that are seen with metronidazole (MET)-induced cranial neuron ablation and axon degeneration in this transgenic line. To test this, we analyzed the transcriptome of 4 dpf zebrafish larval heads after two and five hours of MET treatment. Two hours was chosen as our previous work demonstrated that at this point sensory neurons had begun to die and the most distal aspect of nsfB-mCherry^+^ axons were beginning to show structural alterations at both the light and electron microscopic levels. Five hours of MET exposure was chosen as by this time additional neurons were dying, phagocytosis of the sensory axons along their entire lengths had begun and recruitment of immune cells was initiated.

We chose to use the larval head as our RNA source for several reasons: first, there are no currently available zebrafish lines that allow for neuron or peripheral glia-specific transcriptome analysis, and second, at this stage the projections of the affected cranial sensory neurons are almost entirely restricted to the head. Therefore, using larval heads would ensure that we would capture any gene expression changes occurring in the targeted neurons, their ensheathing glia and, potentially, any cells undergoing sensory denervation as well. Sequencing to a depth greater than 30 million reads was carried out to ensure good representation of transcriptional changes that could occur in such a complex tissue (containing cells from dermis, muscle, nerves, ganglia, cartilage, mesenchyme, etc).

RNA was isolated from triplicate biological samples from 4 dpf *3*.*2*:*NTR* larvae treated with MET for either 0, 2 or 5 hours and subjected to RNA-seq. 

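Each wild-type library held the pooled heads of 8 larvae that express bacterial nitroreductase (NTR) in the targeted sensory neurons, where the enzyme turns MET into a cytotoxin. There were 3 libraries each at 0, 2 and 5 hrs in 10 mM MET. The authors deposited RPKM values for each Ensembl transcript of the Zv9 assembly. They estimated these with Sailfish 0.6.3 and did not scale them further between libraries. The deposited table held 57170 rows. Of these, 4968 repeated a transcript under another Entrez identifier and were removed, which left 52202 transcripts of 32402 genes. RPKM values carry no read totals, so depth is known only from the paper's S1 Table, where the paper's input reads had medians of 36558695 at 0 hrs, 33626284 at 2 hrs and 35205736 at 5 hrs. The RPKM values of a library summed to between 733523 and 767728 in the controls (median 748743), between 675787 and 901055 at 2 hrs (median 738186), and between 724806 and 763313 at 5 hrs (median 733883).

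Transcript values were summed per gene, and the 29428 genes above 0 in at least 1 library were kept. Libraries were scaled with the TMM factors of edgeR times their RPKM totals. Relative to their geometric mean, these scaling factors ran from 0.931 to 1.13. The log2 of the scaled RPKM plus 1 was fitted with limma across all 9 libraries, with trended and robust variances. DEGs were genes with a Benjamini-Hochberg adjusted p-value of 0.05 or less and a fold change over 1.2 either way, the thresholds the paper states. The added 1 shrinks the fold changes of genes near or below 1 RPKM, so these are understated. No count-based test was possible for these libraries, because neither the counts nor the transcript lengths are in the table. Values of near-identical genes, such as the copies of 5S rRNA, are uncertain because reads that fit several copies were divided between them. With 3 libraries against 3, a two-sided exact permutation test cannot give a p-value below 0.1, so p-values for single genes come from limma.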

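The libraries treated for 2 hrs differed from each other in composition. Replicate 3 had the lowest value of all 9 wild-type libraries for the mitochondrial 16S rRNA, 25606 RPKM, where the other libraries lay between 45082 and 60775 RPKM. The same library had the highest values for 7SK RNA, 15599 RPKM against 3821 to 9499 RPKM in the others, and for the signal recognition particle RNA, 27520 RPKM against 6971 to 16660 RPKM.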

The transcriptome at two hours was sequenced to a depth of ~ 35 million reads/replicate, with ~94% of reads being uniquely mapped to the genome. This resulted in ~21 million gene counts per sample, which translates to an average of 27,098 genes detected per biological replicate. 

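In the deposited table, 26988 ± 202 genes (SD, n = 3 libraries) were above 0 RPKM at 2 hrs and 27061 ± 42.2 genes in the untreated controls. At a floor of 10 RPKM the means were 8459.3 genes at 2 hrs and 8293.3 genes in the controls.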

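Of the 32402 genes listed in the wild-type table, each of the 9 libraries held between 82.5% and 83.9% above 0 RPKM, with a median of 83.5%. An RPKM above 0 can rest on a single read, so these shares depend on depth. The mutant table lists 33737 genes, among them all 32402 of the wild-type table.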

As the Zv9 genome assembly at Ensembl [42] predicts a total of 33,737 genes, our sequencing revealed that at this age the tissues in the head of the larvae expressed at least 81% of all predicted genes found in the zebrafish genome. Samples for the 5 hour time point were also sequenced to a depth of ~ 35 million reads. 

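At 5 hrs, 26954 ± 228.5 genes (SD, n = 3 libraries) were above 0 RPKM, with 26717 to 27173 in the single libraries. On average 8162.0 genes reached 10 RPKM.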

95% of those mapped uniquely to the genome and gene counts revealed a total of 27,169 genes were detected. Since both sets of sequences yield equivalent depths of reads and coverage, analyses of the data was expected to provide reliable results. A detailed summary of the sequencing results is given in S1 Table.

### Differential Gene Expression

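After 2 hrs of MET, 6 of the 29428 genes tested met both thresholds, and 2306 had an unadjusted p-value under 0.05. The gene slmo2 (ENSDARG00000009505) rose from 50.6 ± 2.16 to 86.9 ± 3.18 RPKM (SD, n = 3 libraries), a log2 fold change of 0.77 (standard error 0.071, limma adjusted p = 0.0126). The deiodinase gene dio3b (ENSDARG00000095767) rose from 6.92 ± 0.326 to 13.4 ± 1.32 RPKM, a log2 fold change of 0.86 (standard error 0.095, limma adjusted p = 0.0376). UNCX (3 of 3) (ENSDARG00000074250) fell from 1.19, 1.22 and 0.892 RPKM in the controls to 0, 0.0938 and 0 RPKM. Its log2 fold change of -1.02 (standard error 0.081, limma adjusted p = 0.00483) is understated at this level. The remaining calls, dre-mir-206-2, dre-mir-455a and 1 copy of 5S rRNA, had 6 libraries at 0 and at most 3 steps of the smallest value in the others, as from 1 to 3 reads, so no fold change is given.

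The number of DEGs depended most on the libraries fitted. It was 0 when only the 6 libraries compared were used, with 1921 genes at an unadjusted p-value under 0.05. It was 32 without replicate 3 of the 2 hr treatment and 2 without its replicate 1. Simulated values for 29428 genes held changes at 5 hrs alone, so recall at 2 hrs was not measured. At 5 hrs the same test called 33.0% of 200 genes changed 1.5-fold, with 4 false calls. Of 200 genes changed 2-fold it called 83.5%, with 8 false calls. The changed genes were drawn from the better expressed genes.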

When the 2 hour transcriptome was compared to that of untreated controls, a total of 273 unique differentially expressed genes (DEGs) were detected (S2 Table). Of these, 179 were up-regulated and 94 down-regulated. 

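The 6 genes called at 2 hrs comprised 4 up-regulated and 2 down-regulated genes. Of the paper's DEGs at 2 hrs, 268 could be matched to genes tested here. All 268 changed in the paper's direction, 240 with an unadjusted p-value under 0.05, and 3 were among the 6 calls. The log2 fold changes correlated with the paper's at r = 0.723 across these genes, which are not independent replicates. Their medians here were 0.59 for the paper's up-regulated and -0.53 for its down-regulated DEGs. In 231 of them (86.2%) no treated library overlapped a control library, where chance gives 10%. The paper chose these genes on the same larvae, so the counts are not independent evidence.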

The 10 transcripts in each group showing the greatest fold-changes are shown in Table 1. 

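For the genes Table 1 lists as up-regulated, 10 genes matched by name, and all 10 rose at 2 hrs with a median log2 fold change of 0.73. None was called, and 6 had an unadjusted p-value under 0.05. As a set they rose with an adjusted p of 5.8e-08 in camera, run with an inter-gene correlation preset to 0.01, and of 0.000452 in the rotation test fry. The gene tat rose by a log2 fold change of 1.47 (standard error 0.395, limma adjusted p = 0.402) and cyp24a1 by 1.89 (standard error 0.427, limma adjusted p = 0.303). All 9 genes matched to the down-regulated list fell, with a median of -0.33 (camera adjusted p = 4.33e-11, fry adjusted p = 0.000159). UNCX (3 of 3) alone was called, and 8 had an unadjusted p-value under 0.05. A mean of at least 1 RPKM was reached by 4 of the 10 up-regulated and 2 of the 9 down-regulated genes, so both medians are understated. With a constant of 0.1 they were 1.66 and -1.61. The study ranked these genes on the same libraries, so the set tests are not independent evidence.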

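By the deposited annotation, the 6 genes called at 2 hrs were 2 protein coding genes, 2 miRNAs, 1 rRNA and 1 processed transcript. The same annotation gives the paper's DEGs at 2 hrs as 261 protein coding genes, 7 processed transcripts, 4 lincRNAs and 1 processed pseudogene.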

When RNA biotype was considered, there were 261 protein-coding RNAs, four long non-coding RNAs and eight processed transcripts (originating from coding genes, they are spliced but contain no open reading frame).

**Table 1:** Transcripts showing greatest fold change at 2 hr met treatment.

GENE NAME	DESCRIPTION	Log FC
**UP-REGULATED**		
CR788316.1	Uncharacterized protein, similar to verrucotoxin beta subunit	8.32766
CR788316.2	Uncharacterized protein, similar to neoverrucotoxin beta subunit	7.7638
si:ch73-313h21.1	processed transcript	4.99491
novel gene 100034660	Uncharacterized protein, endopeptidase S1 family	4.79187
asb11	ankyrin repeat and SOCS box-containing 11	3.31716
slc2a9l1	facilitated glucose transporter	2.26845
trim35-27	tripartite motif containing 35–27	1.86052
cx44.2	connexin 44.2	1.8152
tat	tyrosine aminotransferase	1.80159
cyp24a1	cytochrome P450, family 24, subfamily A, polypeptide 1	1.77717
**DOWN-REGULATED**		
si:ch1073-133p4.2	lincRNA	-4.87545
BX470200.1	Uncharacterized protein	-4.74224
ENSDARG00000074250	homeobox-containing unknown protein	-4.55278
gck	glucokinase (hexokinase 4, maturity onset diabetes of the young 2)	-3.63392
CR846087.1	Uncharacterized protein	-2.89839
nr0b2b	nuclear receptor subfamily 0, group B, member 2b	-2.85148
si:dkey-220o5.5	actin filament associated protein 1-like 2	-2.82413
zgc:172053	zgc:172053	-2.76296
si:dkey-25e11.13	processed transcript	-2.6941
si:dkey-31b16.11	processed transcript	-2.504

Analysis of the transcriptome at 5 hours of MET treatment, compared to that of controls, revealed a total of 299 unique DEGs (S3 Table). Of these, 236 were up-regulated and 63 down-regulated. 

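Here, 17 genes met both thresholds at 5 hrs, and 1976 of the 29428 genes tested had an unadjusted p-value under 0.05. The largest rise among the calls was that of si:ch211-202f3.3 (ENSDARG00000052917), with a log2 fold change of 1.60 (standard error 0.109, limma adjusted p = 0.00384). The transcription factor gene fosl1a (ENSDARG00000015355) rose from 1.47 ± 0.272 to 5.82 ± 1.20 RPKM (SD, n = 3 libraries), a log2 fold change of 1.46 (standard error 0.151, limma adjusted p = 0.026). The mitochondrial carrier gene slc25a25a (ENSDARG00000010572) rose from 26.8 ± 0.736 to 57.1 ± 5.52 RPKM (log2 fold change 1.06, standard error 0.117, limma adjusted p = 0.026). Among the 17 calls were 4 copies of 5S rRNA and dre-mir-455a, all with 6 libraries at 0 and at most 3 such steps in the others. The number of DEGs was 27 without replicate 3 of the 2 hr treatment, which enters the variance of every gene, and 2 without replicate 1 of the 5 hr treatment or replicate 2 or 3 of the controls. With only the 6 libraries compared it was 3.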

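Of the 17 genes called at 5 hrs, 13 rose and 4 fell. The paper's DEGs at 5 hrs matched 289 genes tested here, which all changed in the paper's direction, 279 of them with an unadjusted p-value under 0.05. Of the 17 calls, 12 were among the paper's DEGs. The correlation of their log2 fold changes with the paper's was r = 0.837, across genes that are not independent replicates, with medians of 0.61 for its up-regulated and -0.54 for its down-regulated DEGs. No treated library overlapped a control library in 93.1% of them, against 10% by chance. These genes, too, were chosen on the same libraries.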

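At 5 hrs, 23 genes carried a name among the most up-regulated transcripts of Table 2, several of them near-identical copies of the U3 snoRNA gene with uncertain values. Their median log2 fold change was 0.25, 17 rose, 13 had an unadjusted p-value under 0.05, and the set gave a camera adjusted p of 2.19e-07 and a fry adjusted p of 0.0007. For the 8 of them that are among the paper's DEGs at 5 hrs the median was 0.83. The transporter gene slc2a9l1 rose from 0.212 to 1.49 RPKM, a log2 fold change of 1.04 (standard error 0.14, limma adjusted p = 0.0567) that is understated at this level. Genes matched to the most down-regulated transcripts of Table 2 numbered 9, and all fell, with a median of -0.48 (camera adjusted p = 7.51e-11, fry adjusted p = 0.000161). With a constant of 0.1 the medians of the up-regulated and down-regulated lists were 0.64 and -1.43. These genes, too, were ranked on the same libraries.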

The 10 transcripts in each group showing the greatest fold-change are also shown in Table 2. When RNA biotype was considered, there were 284 protein coding RNAs, four long non-coding RNAs, nine processed transcripts (spliced but containing no open reading frame), one miRNA and one snoRNA.

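The 17 genes called here at 5 hrs were annotated as 12 protein coding genes, 4 rRNAs and 1 miRNA. For the paper's DEGs at 5 hrs, the deposited annotation gives 284 protein coding genes, 9 processed transcripts, 4 lincRNAs, 1 snoRNA and 1 miRNA.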

**Table 2:** Transcripts showing greatest fold change at 5 hr MET treatment.

GENE NAME	DESCRIPTION	Log FC
**UP-REGULATED**		
si:ch211-277g23.4	processed transcript	3.65999
si:dkey-29l4.4	lincRNA	3.25823
U3	Small nucleolar RNA U3	2.82427
slc2a9l1	facilitated glucose transporter	2.77719
CABZ01055869.1	uncharacterized protein, desmoglein 2-like	2.46025
cx44.2	connexin 44.2	2.36785
fosl1a	FOS-like antigen 1a	1.99903
si:ch211-120c15.3	uncharacterized protein, zinc-finger-like	1.98911
trim35-27	tripartite motif containing 35–27	1.91738
capn1	calpain 1	1.87402
**DOWN-REGULATED**		
ENSDARG00000074250	uncharacterized homeobox-containing protein	-4.51379
CABZ01034082.1	uncharacterized protein, zinc-finger	-3.72908
gck	glucokinase (hexokinase 4, maturity onset diabetes of the young 2)	-3.70692
si:dkey-228g21.5	processed transcript	-3.26187
CU207281.2	5-hydroxytryptamine 3A-like receptor	-2.63325
si:ch211-135n15.2	uncharacterized protein	-2.00013
zgc:174917	phytanoyl-coA dioxygenase domain-containing protein 1-like	-1.83274
zgc:111976	RNA polymerase II subunit 1-like	-1.79444
cyp2aa9	cytochrome P450, family 2, subfamily AA, polypeptide 9	-1.71989
si:ch73-334d15.4	potassium voltage-gated channel, Shaw-related subfamily, member 4-like (kcnc4-like)	-1.68789

For both time points, approximately 25–30% of affected genes could not be unambiguously identified. This was most probably due to either low sequence homologies with orthologous genes in other species, or that they represent unidentified teleost-specific genes. Those genes were not included in our analyses, as future studies will be needed in order to determine their identity and function.

Given that different processes were detectable by imaging at the two time periods examined, we expected the two DEGs panels would not be identical. Indeed, only 114 transcripts were shared between them, indicating that 159 genes present in the 2 hr DEGs pool were no longer different from control by 5 hours of treatment, and conversely, that 185 genes in the 5 hour pool had only become significantly altered after 2 hours of treatment. 

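Between the 6 genes called at 2 hrs and the 17 called at 5 hrs, 3 were shared. With an adjusted p-value of 0.1 or less as the threshold, 12 were shared. The call dio3b, made at 2 hrs only, still had a log2 fold change of 0.46 at 5 hrs (standard error 0.095, limma adjusted p = 0.277), and slc25a25a, called at 5 hrs only, had 0.94 at 2 hrs (standard error 0.117, limma adjusted p = 0.0543). Whether a gene differed between 2 and 5 hrs was not tested. Because the times share their control libraries, overlap arises without any effect of MET. In 20 simulations of unchanged treated groups, 377 genes on average (341 to 406) had an unadjusted p-value under 0.05 at both times in the same direction, where 666 did in the data.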

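Of the genes called at both 2 and 5 hrs, slmo2 rose, and UNCX (3 of 3) and dre-mir-455a fell. The number shared was 7 without replicate 3 of the 2 hr treatment and 0 without its replicate 1 or without replicate 1 or 3 of the 5 hr treatment.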

Of the 114 DEGs genes that were shared at 2 and 5 hours, 100 were up-regulated (vs. control) at both time points, with the other 14 DEGs down-regulated at both times.

The finding that only 1% of all genes detected in the samples showed differential expression at either time point revealed how discrete the effects of MET exposure were in the larval head. Also, the substantial differences in the DEG detected at either 2 or 5 hrs MET treatment indicate a dynamic change in gene expression that parallels the progressive organismal responses to MET-induced neuronal degeneration/death.

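In all, 20 different genes were called at 2 or 5 hrs. Among genes with a mean of at least 1 RPKM, no treated library overlapped a control library in 14.4% at 2 hrs and 18.3% at 5 hrs, where chance gives 10%.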

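Across 17718 genes with a mean log2 RPKM of at least 1, the fold changes at 2 and 5 hrs correlated at r = 0.501 and Spearman rho = 0.388, and 62.5% had the same sign. Genes are not independent replicates, and the shared controls alone gave a mean r of 0.501 (0.460 to 0.526) and a mean rho of 0.464 in the simulations. Without replicate 1 of the 2 hr treatment r was 0.395. Of the paper's matched DEGs at 2 hrs, 256 (95.5%) changed in the same direction at 5 hrs, 159 with an unadjusted p-value under 0.05. Of its matched DEGs at 5 hrs, 273 (94.5%) did so at 2 hrs, 174 with an unadjusted p-value under 0.05. Among all genes with an unadjusted p-value under 0.05 at 2 hrs, 85.6% had the same sign at 5 hrs, and the shared controls alone gave 87.1%. The paper compares which genes pass its thresholds at each time. From the small overlap of these lists, it concludes that gene expression changes dynamically as the larvae respond to the degeneration of the neurons.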

### Validation of results by quantitative PCR

To validate the expression profiles from the transcriptome analysis, we used qPCR to test the expression levels of targets that are differentially expressed at 2 hours only (*ifit2*, *cyp51*, *lpin1* and *trim35-30*), at 5 hours only (*grk5*, *gsr*, *il6st*, *junbb* and *tnfrsf1a*) and at both 2 and 5 hours (*cdca7a*, *nr02b2*, *cyp24a1*, *fosl1a*, and *tp53inp1*). Both up- and down-regulated genes are represented in these lists. 

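In the libraries, the 4 targets assigned to 2 hrs only had a median log2 fold change of 0.58 at 2 hrs, and 3 of them rose (camera adjusted p = 0.0264, fry adjusted p = 0.0142). The lipin gene lpin1 rose by 0.96 (standard error 0.253, limma adjusted p = 0.392), cyp51 by 0.71 (standard error 0.376, limma adjusted p = 0.694) and trim35-30 by 0.46 (standard error 0.13, limma adjusted p = 0.413). The gene ifit2 changed by -0.11 (standard error 0.077, limma adjusted p = 0.774). At 5 hrs, the 5 targets assigned to that time had a median of 0.46, which was 0.21 without replicate 1 of the 5 hr treatment, and 4 rose (camera adjusted p = 0.00212, fry adjusted p = 0.00934). Among them gsr rose from 59.12 ± 4.55 to 104 ± 2.41 RPKM (SD, n = 3 libraries), a log2 fold change of 0.81 (standard error 0.12, limma adjusted p = 0.091). The kinase gene grk5 fell by -0.56 (standard error 0.178, limma adjusted p = 0.562) and tnfrsf1a rose by 0.27 (standard error 0.132, limma adjusted p = 0.784). Of the targets assigned to both times, cdca7a fell by -0.98 at 2 hrs (standard error 0.173, limma adjusted p = 0.196) and by -0.55 at 5 hrs (standard error 0.173, limma adjusted p = 0.551), and fosl1a at 5 hrs was the only call. The study took its targets from DEGs on these libraries, so the set tests are not independent evidence. The gene named tnfrsf1a is not among its DEGs, which hold TNFRSF1A (2 of 2) (here 0.57 at 5 hrs, standard error 0.275, limma adjusted p = 0.78).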

As illustrated in Fig 1, the fold-change determined by qPCR for these genes showed strong and significant correlations to the values ascertained using RNAseq (for 2 hrs, r^2^ = 0.85, p<0.001; for 5 hrs, r^2^ = 0.83, p<0.001), findings which confirm the RNAseq results.

**Fig 1:**
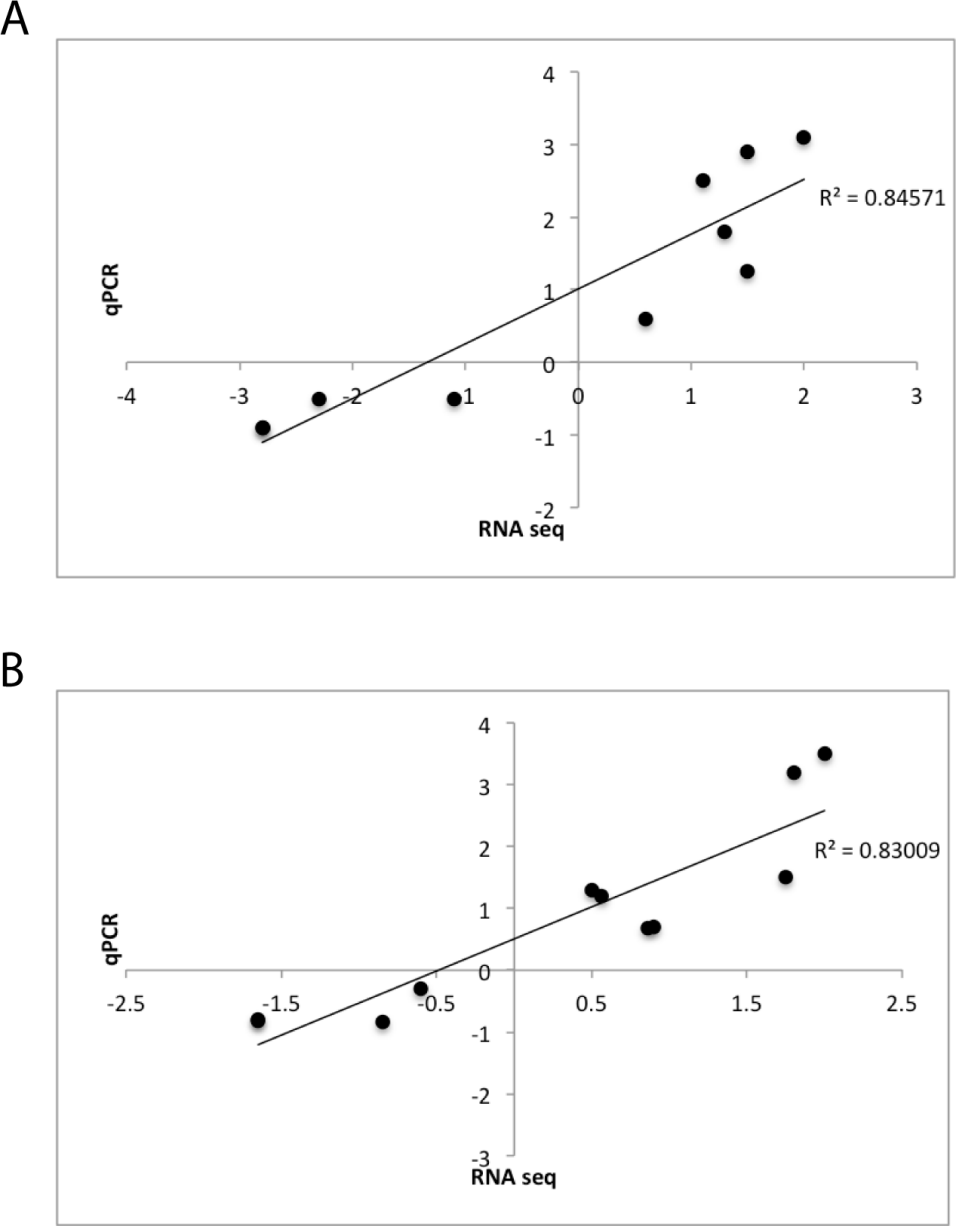
qPCR validation of representative DEGs at 2 and 5 hrs MET-treatment. Panel A: Plot of nine genes, found to be significantly affected after 2 hr of MET, showing RNAseq derived fold change (FC) (x-axis) vs. qPCR derived FC (ΔΔCt) (y-axis). Panel B: Plot of ten genes, found to be significantly affected after 5 hr of MET, showing RNAseq derived FC (x-axis) vs. qPCR derived FC (y-axis). Each point is the mean derived from three unique replicate biological samples. Linear regression (R^2^) values are shown inside each plot (p<0.001 for each panel).

### Gene enrichment analysis of differentially expressed genes at 2 and 5 hours of MET-treatment

Having identified genes showing differential expression at the two time points, our next step was to use gene enrichment analysis to gain insight into the biological, cellular and molecular processes potentially involved in the observed morphological responses. This was performed using GO (Gene Ontology) databases using the paradigm described in the Methods section. We were able to assign the 458 DEG (Fig 2A) into either the early response, continuous response or late response groups (Fig 2B).

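By the same fold change criteria, the 20 genes called at either time divided into 2 early, 15 continuous and 3 late response genes. For 445 of the paper's DEGs a fold change at both times was available, and these divided into 90 early, 277 continuous and 78 late genes. The division moved with the constant added before taking logs. With 0.1 in place of 1, an alternative chosen after the data were seen, the 445 genes divided into 62, 327 and 56.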

**Fig 2:**
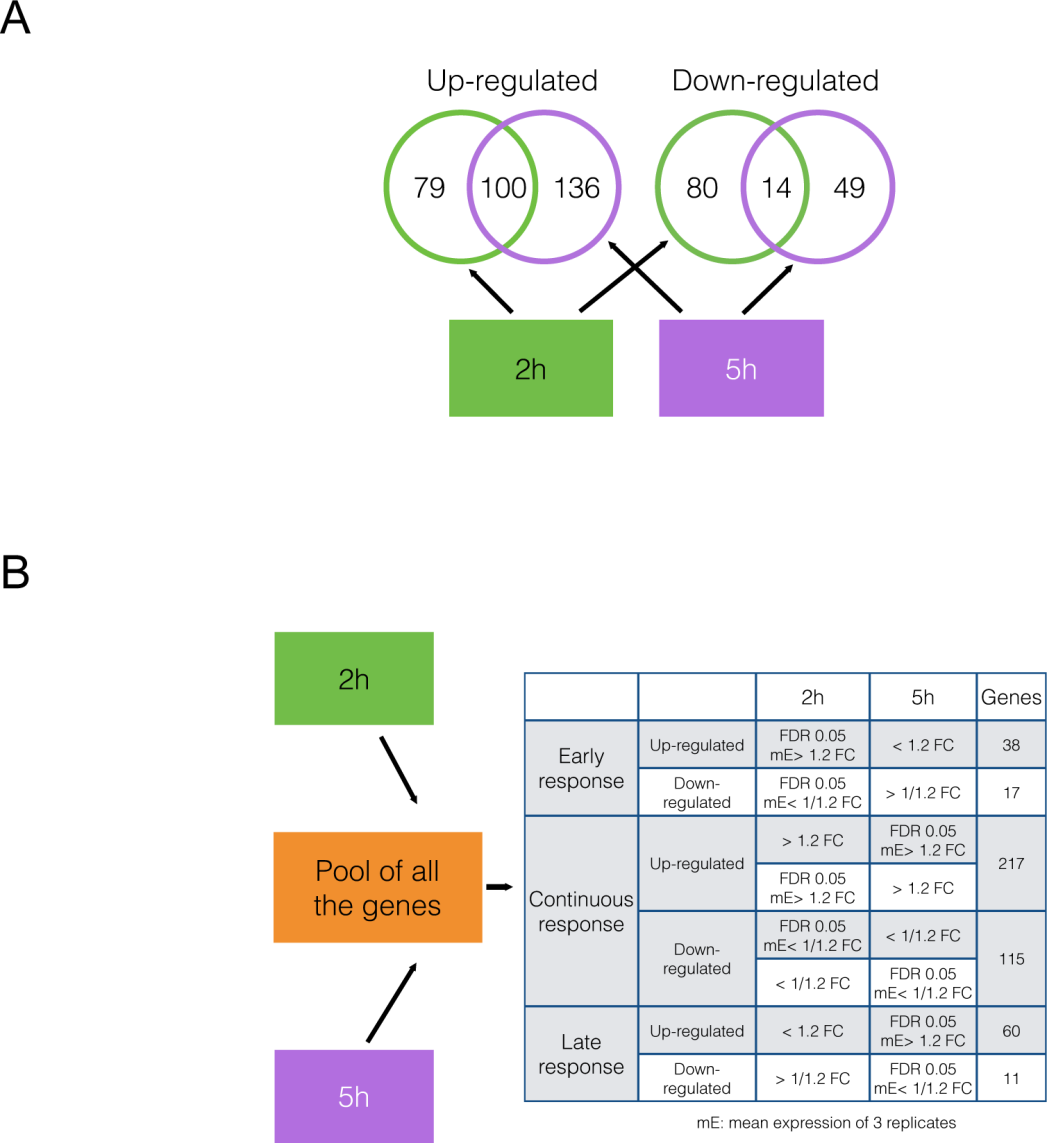
Methodological approach to analysis of DEGs identified during MET-induced sensory neuron ablation. Panel A: Venn diagram of up- and down-regulated DEGs present at 2 hrs (green) and 5 hrs (magenta) of MET exposure. The numbers of unique DEGs present either at one time point or found at both times are shown inside the circles. Panel B: Table listing the criteria for inclusion of genes shown in Panel A into one of three categories: early response, continuous response or late response. FDR = false-discovery rate (determined using Benjamini-Hochberg procedure); FC = fold-change.

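Both genes of the early group called here rose, and both, dre-mir-206-2 and 1 copy of 5S rRNA, rest on at most 3 steps of the smallest value. Without replicate 3 of the 2 hr treatment the early group held 10 genes. By the fold changes here, the paper's DEGs with an early response were 36 up-regulated and 54 down-regulated genes.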

The 55 DEG that were binned into the early response category could be further divided into 38 genes that showed up-regulation and 17 that were down-regulated. Due to this small number of DEGs, GO analysis resulted in only a few categories showing significant enrichment, and then only for the set of up-regulated DEGs; *e*.*g*. those involved in inflammation (*pnpla3* and *pl2g15*), membrane transport (*abcc5*, *slc7a2*, *slc12a7* and *slc38a4*) and responses to cyclic nucleotides (*pde3a* and *hcn4*) (Fig 3 and S4 Table).

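For these categories, 9 genes of the wild-type table matched the names, and all 9 rose at 2 hrs with a median log2 fold change of 0.46 (camera adjusted p = 1.77e-10, fry adjusted p = 0.000159). None was called, and 7 had an unadjusted p-value under 0.05, as well as an adjusted p of 0.05 or less over the list alone, on limma. The list was chosen on these libraries, so that count is not independent evidence. The transporter gene abcc5 rose from 55.5 ± 3.87 to 90.9 ± 5.08 RPKM (log2 fold change 0.70, standard error 0.084, limma adjusted p = 0.053), and slc38a4 rose from 95.3 ± 1.55 to 170 ± 23.3 RPKM (log2 fold change 0.82, standard error 0.104, limma adjusted p = 0.0543). At 5 hrs the median of the 9 genes was 0.15, and 8 rose.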

**Fig 3:**
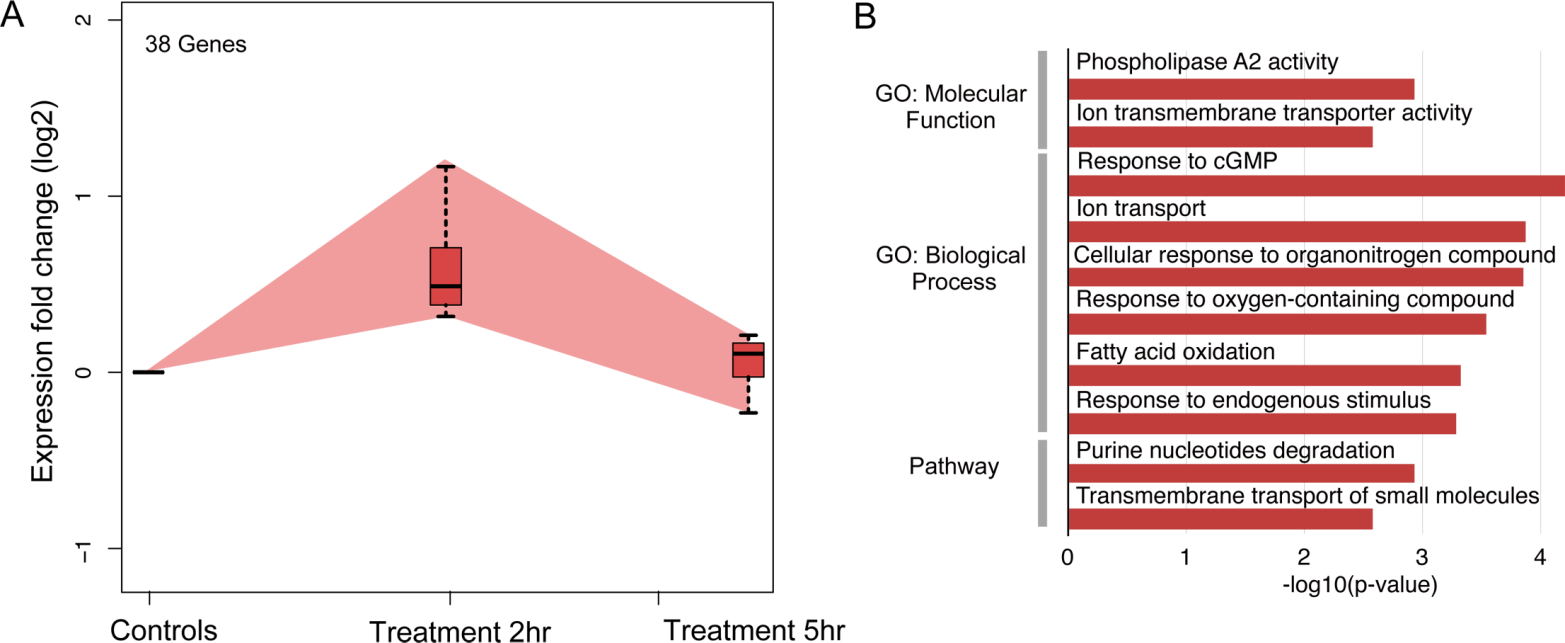
Analysis of genes found up-regulated only at 2 hrs of MET-treatment. Panel A: Plot of gene expression averaged from 3 biological replicates for those DEG found to only be up-regulated at 2 hrs of treatment. Panel B: Representative GO categories enriched for the up-regulated genes are shown with length of bar corresponding to degree of significance (longer bars = greater significance), *p*-values determined by Benjamini-Hochberg procedure.

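The continuous group here held 11 up-regulated genes, which were slmo2, dio3b, fosl1a, slc25a25a, si:ch211-202f3.3, slc22a6l, ENSDARG00000058263, FRRS1 (2 of 5), kcnj1a.5, gch1 and slc16a9b. The potassium channel gene kcnj1a.5 (ENSDARG00000089060) went from 0.482 RPKM in the controls to 1.49 RPKM at 2 hrs and 1.60 RPKM at 5 hrs, with a log2 fold change of 0.81 at 5 hrs (standard error 0.103, limma adjusted p = 0.0419). Together with the down-regulated genes the group held 15 genes, 38 without replicate 3 of the 2 hr treatment and 2 without replicate 1 or 2 of the 5 hr treatment or replicate 3 of the controls.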

With respect to DEGs that fell into the continuous category, 217 genes were found to show increased transcript numbers. The GO categories showing enrichment for these up-regulated genes (Fig 4 and S5 Table) included many for membrane transporter (37 DEGs) and metabolic activities (41 DEGs), processes that would be expected to be altered in the sensory neurons undergoing cell degeneration, as well as in supportive responses by the ensheathing glial cells. Additional categories with significant enrichment included oxidoreductase and oxidation-reduction activities, and the mitochondrion was scored as an affected cellular component. Given that metabolism of MET results in highly reactive cytotoxins [43], it is not unexpected that genes relevant to oxidative stress and mitochondrial function might be represented in the panel of DEGs. Indeed, 16 DEGs were found in the GO category for oxidoreductase activity (*abcc4*, *cyp24a1*, *cyp51a1*, *me1*, *pgd*, *dio3*, *hsd11b2*, *bbox1*, *hsdl2*, *tp53i3*, *tdo2*, *pir*, *gsr*, *loxl2*, *prdx1 and hsd17b12*) and 26 DEG mapped to the mitochondrion (*pdk2*, *pdk4*, *cyp24a1*, *slc25a25*, *me1*, *lpin1*, *slc25a43*, *ucp2*, *ucp3*, *agxt*, *slc25a38*, *bbox1*, *slc25a23*, *tat*, *hsdl2*, *sgk1*, *slc25a33*, *slmo2*, *abcb6*, *abcf2*, *cpt1b*, *gsr*, *arg2*, *gstp1*, *prdx1 and abcc12*). 

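The names of the oxidoreductase category matched 20 genes, of which 19 rose at 2 hrs and 20 at 5 hrs. Their median log2 fold change was 0.47 at 2 hrs (camera adjusted p = 4.62e-12, fry adjusted p = 0.00022) and 0.50 at 5 hrs (camera adjusted p = 4.7e-18, fry adjusted p = 0.000246). For prdx1 the log2 fold change at 5 hrs was 1.23 (standard error 0.209, limma adjusted p = 0.145). The names of the mitochondrial category matched 30 genes. At 2 hrs 27 of them rose, with a median of 0.63 (camera adjusted p = 3.27e-21, fry adjusted p = 0.000195) and 20 at an unadjusted p-value under 0.05. At 5 hrs 28 rose, with a median of 0.69 (camera adjusted p = 3.3e-28, fry adjusted p = 0.000235) and 22 at an unadjusted p-value under 0.05. Calls over all genes numbered 1 at 2 hrs and 2 at 5 hrs in the mitochondrial list. The study drew both lists from its DEGs on the same libraries, so the set tests are not independent evidence.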

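The glucokinase gene gck (ENSDARG00000068006) had 3.55, 61.0 and 9.95 RPKM in the controls, 0.386, 0.584 and 2.71 RPKM at 2 hrs, and 0.734, 1.07 and 0.751 RPKM at 5 hrs, so every treated library lay below every control. The log2 fold change was -2.86 at 2 hrs (standard error 0.80, limma adjusted p = 0.413) and -2.98 at 5 hrs (standard error 0.80, limma adjusted p = 0.44), which are fold changes of -7.23 and -7.89. Of the single libraries, control replicate 2 moved these values most. Without it they were -1.81 and -1.93, and without control replicate 1 they were -3.70 and -3.82.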

Notably, and consistent with the up-regulation of genes associated with mitochondrial function, the gene with one of the largest reductions in expression at both 2hr (FC = -13.2, FDR = 7.18e-5) and 5hr (FC = -13.1, FDR = 2.2e-6) was *gck*: this finding is consistent with other reports that describe substantial down-regulation of *gck* expression in models of mitochondrial dysfunction [44, 45].

**Fig 4:**
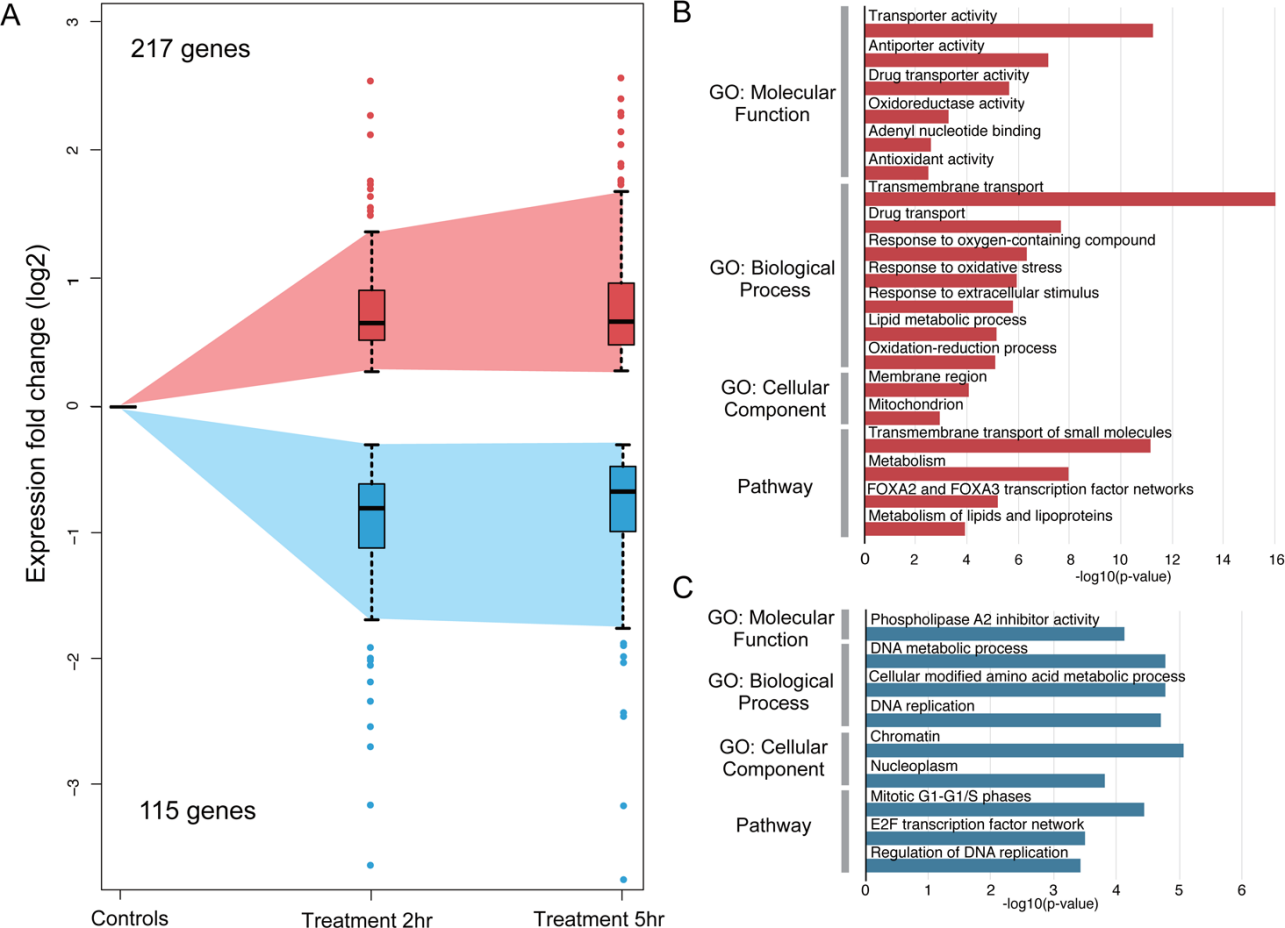
Analysis of DEGs present in the continuous expression group. Panel A: Plot of gene expression averaged from 3 biological replicates for those DEGs found to be up-regulated (red) or down-regulated (blue) between 2 and 5 hrs of MET treatment. Expression values beyond the means for each group at each time point are shown as single points either above or below the error bars. Panel B: Representative GO categories enriched for the up-regulated genes are shown. Panel C: Representative GO categories showing enrichment for the down-regulated genes are shown. For both Panels B and C, length of bar corresponds to degree of significance (longer bars = greater significance), *p*-values determined by Benjamini-Hochberg procedure.

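The 4 down-regulated genes called in the continuous group were UNCX (3 of 3), ddx26b, dre-mir-455a and 1 copy of 5S rRNA. The gene ddx26b (ENSDARG00000017931) went from 12.5 ± 0.709 RPKM (SD, n = 3 libraries) to 7.37 ± 0.253 RPKM at 5 hrs, a log2 fold change of -0.69 (standard error 0.085, limma adjusted p = 0.0419).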

The remaining 115 DEGs in the continuous category belonged to the down-regulated subcategory. Here, fewer GO categories were found to contain significant enrichment; however, one such category contained phospholipase A2 inhibitors (*anxa1* and *anxa2*). 

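The paper's DEGs at 2 hrs hold anxa1c and anxa2b of these genes. The name match used here took in anxa2b and also anxa1a, anxa1b and anxa2a, which are not among its DEGs, and missed anxa1c. None of the 5 was called at either time. For anxa1c (ENSDARG00000011168) the log2 fold change was -0.82 at 2 hrs (standard error 0.304, limma adjusted p = 0.557) and -0.46 at 5 hrs (standard error 0.304, limma adjusted p = 0.891). At 2 hrs the log2 fold change was -0.01 for anxa1a (standard error 0.117), 0.31 for anxa1b (standard error 0.373) and -0.07 for anxa2a (standard error 0.142). The signs for anxa1a and anxa2a each turned in at least 1 alternative, to 0.13 and 0.02 without control replicate 2. For anxa2b the values fell from 54.0 ± 4.23 to 37.9 ± 4.2 RPKM, a log2 fold change of -0.50 (standard error 0.11, limma adjusted p = 0.302). The median of the 4 matched genes was -0.04 at 2 hrs (camera adjusted p = 0.288, fry adjusted p = 0.44), with 1 gene at an unadjusted p-value under 0.05, and -0.16 at 5 hrs, with 0 genes. Without control replicate 2 the median at 2 hrs was 0.08.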

A reduction in PLA2 inhibition would be consistent with the hypothesis that MET-induced cell death results in an inflammatory state. Another set of categories was involved in DNA replication/mitosis and chromatin (*irf1*, *pogz*, *med1*, *esco2*, *ppp1r10*, *hist1h1d*, *hist1h1a*, *dnmt3b*, *hellse2f2*, *mcm10*, *skp2*, *dhfr*, *cdc6 and cdk2*) (Fig 4 and S6 Table). These results were somewhat surprising given that the ablated sensory neurons are post-mitotic. 

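These names matched 15 genes. At 2 hrs 14 fell, with a median log2 fold change of -0.48 (camera adjusted p = 4.81e-13, fry adjusted p = 0.00465), and 13 had an unadjusted p-value under 0.05. At 5 hrs 13 fell, with a median of -0.18 and 3 at an unadjusted p-value under 0.05. The set at 5 hrs gave a camera adjusted p of 4.65e-05 and a fry adjusted p of 0.0534, so that call held in camera alone. No gene of the list was called at either time. The study drew this list from its DEGs on the same libraries, so the set tests are not independent evidence.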

There are two possibilities that could contribute to such findings- the first is that these DEG reflect changes occurring in the target cells (e.g., taste buds, skin, chemosensory cells, etc. [46–50]) of the affected neurons due to contact with degenerating axons, while a second is that mitotically active neuronal progenitors expressing nsfB are being ablated. As previous work from this lab suggested that the latter might be occurring [27, 51], additional experiments testing this possibility were performed and are discussed in the following section.

Finally, GO analysis of the late response DEGs (a total of 71 genes) revealed that as the larvae were exposed to MET for longer times (5 hrs), new sets of DEGs were identified that revealed enrichment in new categories such as those involved in metabolism (*cers2*, *mgst1*, *gclm*, *sgpl1*, *gls*, *papss2*, *sqrdl*, *cyp46a1*, *g6pd*, *ptgs2*, *ggt1* and *slc5a1*), transcriptional regulation (*cebpb*, *cebpd*, *bach1*, *epas1*, *cers2*, *junb*, *maff* and *stat3*), glutathione metabolism (*mgst1*, *gclm*, *g6pd* and *ggt1*) and IL-6/TNF signaling pathways (*sele*, *cebpb*, *cebpd*, *stat3*, *junb*, *creb3l3*, *tnfrsf1a* and *il6st*) (Fig 5 and S7 Table). All of these new categories are consistent with the hypothesis that as neuronal death and axon degeneration increases with time in MET, gene networks involved in inflammatory processes such as glutathione metabolism and cytokine signaling become activated. 

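At 5 hrs the genes of the metabolic category, of which 17 matched, had a median log2 fold change of 0.44 with 15 rising (camera adjusted p = 2.9e-14, fry adjusted p = 0.000556). The gene cyp46a1 rose from 4.49 ± 1.08 to 11.3 ± 3.11 RPKM (log2 fold change 1.15, standard error 0.213, limma adjusted p = 0.2). Transcriptional regulators numbered 11, all rising, with a median of 0.46 (camera adjusted p = 3.75e-11, fry adjusted p = 0.00195). The 4 glutathione genes rose with a median of 0.51 (camera adjusted p = 1.42e-07, fry adjusted p = 0.00324). The genes named for IL-6 and TNF signaling matched 9, which all rose, with a median of 0.55 (camera adjusted p = 7.08e-09, fry adjusted p = 0.0106) and 4 at an unadjusted p-value under 0.05. Among these, stat3 rose by 0.43 (standard error 0.098, limma adjusted p = 0.322). By the fold changes here the late group held 53 up-regulated and 25 down-regulated DEGs of the paper. The 3 late genes called were copies of 5S rRNA. These lists were drawn from the paper's DEGs on the same libraries, so the set tests are not independent evidence.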

The few categories found for the down-regulated DEGs (Fig 5 and S8 Table) were primarily concerned with mRNA processing (*srsf6* and *srsf1*) and phototransduction (*sag* and *gnb5*); this latter category represents the fact that the small numbers of retinal cells expressing the 3.2:NTR transgene (data not shown) are ablated after prolonged exposure to MET.

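In the wild-type libraries at 5 hrs, the 4 mRNA processing genes fell with a median log2 fold change of -0.31 (camera adjusted p = 0.000105, fry adjusted p = 0.00934), 2 of them at an unadjusted p-value under 0.05. The splicing factor gene srsf1b fell from 124 ± 4.86 to 92.5 ± 6.06 RPKM (log2 fold change -0.42, standard error 0.083, limma adjusted p = 0.239). The 4 phototransduction genes fell with a median of -0.48 (camera adjusted p = 0.000157, fry adjusted p = 0.0133), 3 at an unadjusted p-value under 0.05. The arrestin gene sagb fell from 385 ± 22 to 227.8 ± 40.5 RPKM (log2 fold change -0.77, standard error 0.204, limma adjusted p = 0.44). The study drew these lists from its DEGs on the same libraries, so the set tests are not independent evidence. A marker list of 17 photoreceptor genes had a median of -0.055 at 5 hrs, with 11 falling and 6 rising (camera adjusted p = 0.182, fry adjusted p = 0.752). With single libraries left out this median ran from -0.138 to 0.015, so no general fall of photoreceptor genes was found. The libraries hold whole heads, so a fall in the transcripts of a cell type can be a loss of its cells or a change within them.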

**Fig 5:**
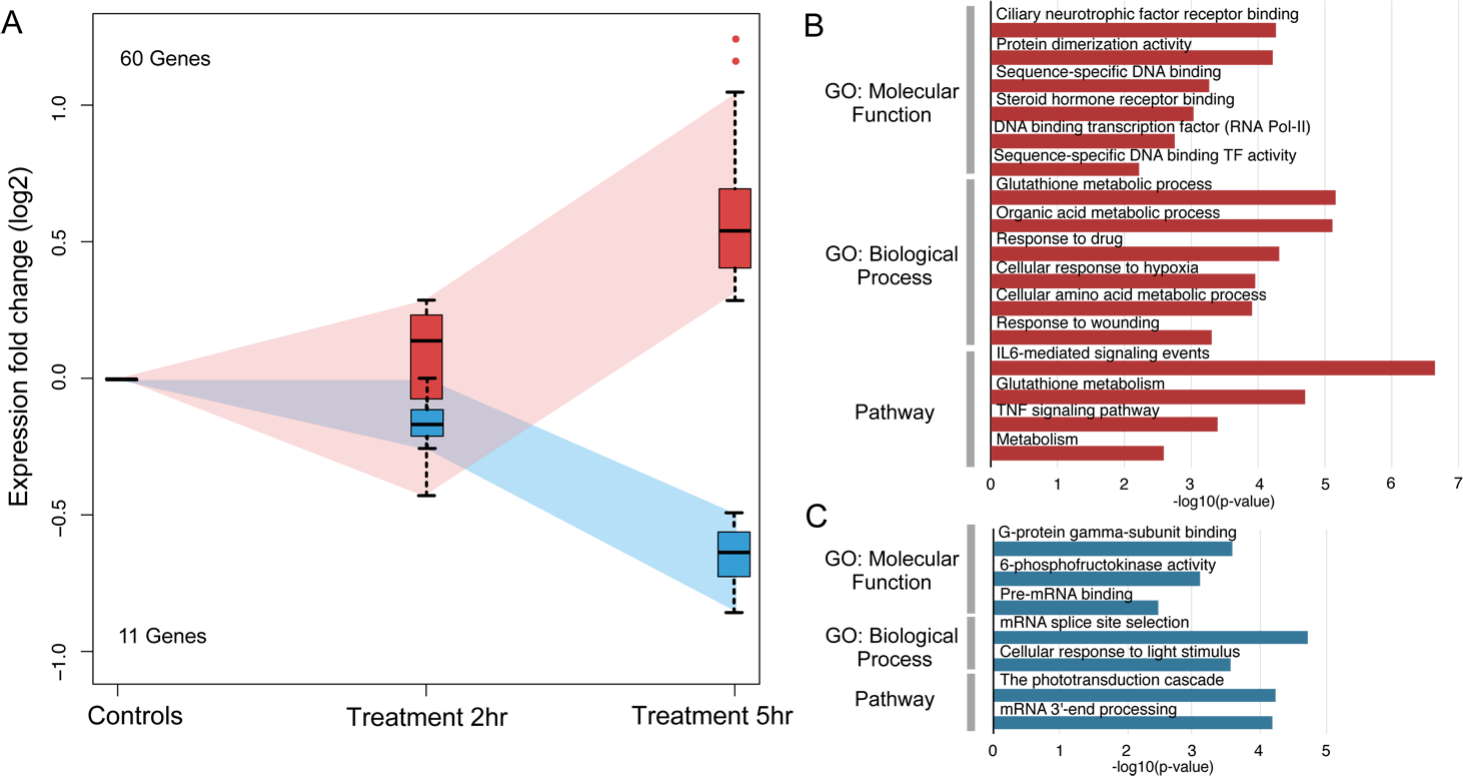
Analysis of genes found up- or down-regulated only at 5 hrs of MET-treatment. Panel A: Plot of gene expression averaged from 3 biological replicates for those DEGs found to only be differentially regulated at 5 hrs of treatment. Panel B: Representative GO categories enriched for the up-regulated genes are shown. Panel C: Representative GO categories showing enrichment for the down-regulated genes are shown. For both Panels B and C, length of bar corresponds to degree of significance (longer bars = greater significance), *p*-values determined by Benjamini-Hochberg procedure.

### Subcategory of DEGs reflect neurogenesis

As previously described, there were a number of transcripts encoding proteins involved in cell cycle (*cdk2*, *dtl*, *E2F2*, *E2F3*, *skp2*, and *slbp)* and DNA replication (*cdc6*, *chtf8*, *dhfr*, *esco2*, *lig1 and mcm10)* in the continuous response category that exhibited a FC > -1.2. 

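All 6 cell cycle genes fell at both times. Their median log2 fold change was -0.57 at 2 hrs, with 6 at an unadjusted p-value under 0.05 (camera adjusted p = 1.77e-10, fry adjusted p = 0.00203), and -0.18 at 5 hrs, with 1 (camera adjusted p = 0.00302, fry adjusted p = 0.0879). The 6 DNA replication genes fell likewise. Their median was -0.50 at 2 hrs, with 6 at an unadjusted p-value under 0.05 (camera adjusted p = 9.54e-09, fry adjusted p = 0.00683), and -0.17 at 5 hrs, with 2 (camera adjusted p = 0.0017, fry adjusted p = 0.096). None of the genes was called. These lists, too, come from the paper's DEGs on the same libraries.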

Earlier work from this lab demonstrated the *p2rx3*.*2* promoter fragment used also drives transgene expression in the progenitors of the epibranchial neurons [27]. Thus, the decreased numbers of transcripts for genes involved in mitosis and DNA replication might be reflective of the loss of these NTR-expressing progenitors. 

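A wider list of 42 genes of DNA replication and S phase, written before the data were examined, fell by a median log2 of -0.35 at 2 hrs, with 42 of 42 below the control mean (camera adjusted p = 5.61e-15, fry adjusted p = 0.307). The median was -0.18 at 5 hrs, with 40 falling (camera adjusted p = 1.36e-05, fry adjusted p = 0.716). A list of 24 genes of mitosis had a median of -0.25 at 2 hrs, with 22 falling (camera adjusted p = 4.38e-05, fry adjusted p = 0.542), and of -0.02 at 5 hrs. Without replicate 1 of the 2 hr treatment the medians at that time were -0.17 for S phase, and without control replicate 2 they were -0.12 for mitosis. Markers of the targeted sensory neurons, 14 genes, had a median of 0.03 at 2 hrs and 0.04 at 5 hrs.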

If this were the case, then neurogenesis of the ganglionic neurons would need to be occurring before and during the time of MET exposure. To test this possibility, we exploited the photoconvertible fluorescent reporter kaede, which has been used by others as a tool for birthdating peripheral neurons [41]. Neurogenesis was investigated in the larvae between 3–8 dpf, when the bulk of the ganglia form and complete their circuitry, and which brackets the time frame of our MET experiments [27]. Our approach allowed us to discern which neurons were present before photoconversion (contain both red and green fluorescence) versus neurons born since photoconversion (green alone). One such conversion experiment is shown in Fig 6. Fig 6A and 6A’ illustrate the ability to completely convert the green form of kaede in sensory neurons into the red form. Fig 6B–6B” show that 20 hrs later, newly biosynthesized green kaede was detectable in both old and nascent neurons in the same larva. Conversion was performed on four to eleven individual larvae for each time point, with the total number of neurons counted post-conversion ranging from 376 to 870. The results from these experiments are summarized in Fig 6C, which shows that new neurons were added to the cranial ganglia throughout the 3–6 dpf time period. The data showed that production of new sensory neurons was highest during the 3–4 dpf period, and decreased steadily thereafter, although small numbers of new neurons were still being added even at the 7–8 dpf period. Of particular relevance was that roughly 30% of existing neurons at 5 dpf were born during the time frame of the MET experiments (i.e., between 4–5 dpf). Therefore, the observed decreases in transcripts related to cell cycle and DNA replication genes could be at least partially explained by the MET-induced cell death of neuronal progenitors.

**Fig 6:**
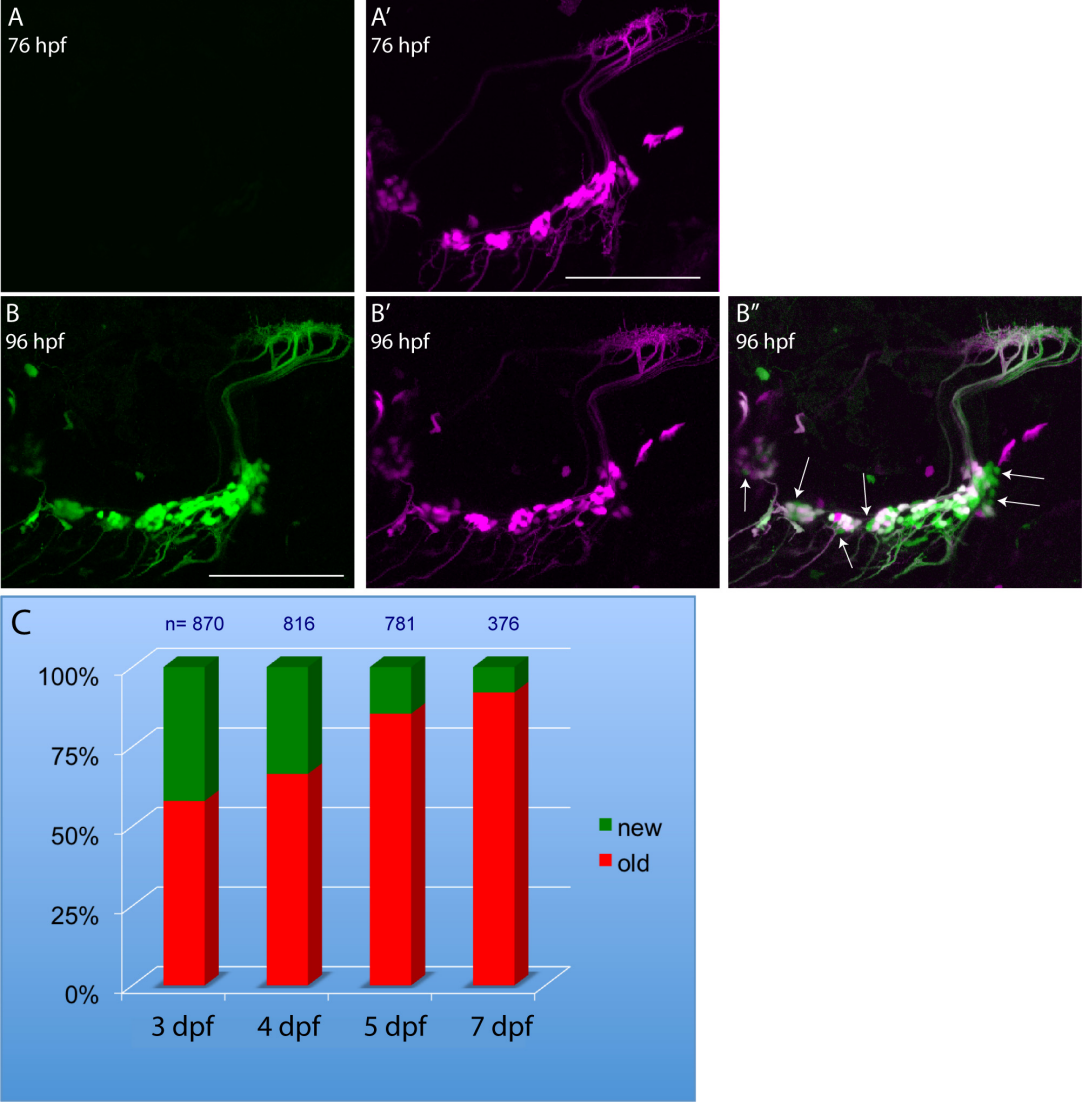
Epibranchial neurogenesis is occurring during timeframe of MET treatment. Panels A and A’ respectively, show the green and red (magenta) images of epibranchial neurons in a 76 hpf *p2rx3*.*2*^*−4*.*0*^:*gal4VP16;UAS*:*kaede* larva just after exposure to a 405nm laser: note that all kaede has been converted to red fluorescence. Panels B, B’ and B” show the same embryo 20 hours later in the green, magenta and combined channels, respectively. Only newly born neurons show green fluorescence alone (some of these neurons are indicated by the arrows in B”), whereas previously existing neurons contain both photoconverted (magenta) and newly-synthesized (green) kaede. Scale bars in A’,B = 100 μm. Panel C represents the percentage of labeled neurons (total numbers counted are shown at the tops of the bars), 24 hours after photoconversion at the indicated stage, that were either green^+^/red^-^ (newly born) or green^+^/red^+^ (pre-existing).

### Absence of peripheral glia alters the gene expression landscape in larvae undergoing sensory neuron degeneration

Two of the most obvious morphological changes seen in larvae after 5 hrs of MET treatment, the formation of mCherry^+^ puncta in the cranial nerves and the recruitment of macrophages to the degenerating unmyelinated sensory axons/neurons, were shown to be dependent upon the presence of peripheral glia [29]. Previous work has shown that in response to nerve injury, myelinating Schwann cells undergo a conversion from a supporting cell to a repair cell, which begins the processes of phagocytosis and inflammation [15]. This dedifferentiation/transdifferentiation is mediated by altered gene expression [14, 52]. We postulate a similar process occurs in non-myelinating glia and could account for the responses seen in our model of unmyelinated nerve injury. We propose that comparison of gene expression after 5 hrs of MET treatment in the wild-type larvae to that in treated mutant larvae would identify the gene pathways used by non-myelinating glia. To test this possibility, we carried out the next set of experiments using the *3*.*2*:*NTR;foxd3*^*zd10*^ line, in which the mutants lack peripheral glia [27, 30, 31].

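The mutant libraries, like those of the wild-type, held the pooled heads of 8 larvae at 4 dpf. There were 3 from untreated mutants and 3 from mutants in 10 mM MET for 5 hrs. The authors deposited raw read counts for each Ensembl gene, which they obtained with featureCounts 1.4.5 from STAR 2.0.4b alignments. The table held 37464 rows, of which 3727 repeated a gene under another Entrez identifier and were removed, which left 33737 genes. Gene counts were 14064809 to 18870507 in the untreated mutants (median 16725475) and 13303796 to 21921037 in the treated mutants (median 16568603). The 29664 genes with a count in at least 1 library were tested with the quasi-likelihood F-test of edgeR after TMM scaling, with factors from 0.966 to 1.03, and the thresholds were those used for the wild-type. The common biological coefficient of variation was 0.149.

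The gene foxd3 (ENSDARG00000021032) had a count of 0 in all 6 mutant libraries. In the wild-type table it had 2.06 ± 0.183 RPKM in the controls, 2.47 ± 0.428 RPKM at 2 hrs and 2.88 ± 0.582 RPKM at 5 hrs (SD, n = 3 libraries). A count of 0 does not exclude expression below the reach of this depth, and the 2 tables came from different quantification tools. Wild-type and mutant larvae were therefore compared through the fold changes within each table, not through their levels. Peripheral glia markers, of which 11 were in the wild-type table, changed with MET by a median of 0.10 at 2 hrs and 0.02 at 5 hrs in the wild-type and -0.06 in the mutant.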

cDNA libraries were prepared as previously described and subjected to Illumina sequencing to an average depth of 31 million reads for control and 35 million reads for treated replicates. 

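A mean of 27113 ± 286 genes (SD, n = 3 libraries) had a count in the untreated mutants and 27074 ± 424 in the treated mutants. These were 79.0% to 81.5% of the 33737 genes listed. With a floor of 10 counts, the means were 21874.7 and 21820.7 genes. The mitochondrial 16S and 12S rRNAs together took 11.9% to 15.6% of the counts.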

The percentage of reads mapped, the number of genes identified and the percentage of reads corresponding to ribosomal RNAs were similar to those obtained with the wild-type larvae analyzed previously (S9 Table).

Bioinformatic analyses revealed a total of 529 unique DEGs in the *3*.*2*:*ntr*;*foxd3*^*-/*-^ larvae treated for 5 hrs with MET when compared to non-treated mutants (S10 Table). Of these, 292 were up-regulated and 237 were down-regulated DEG (FDR<0.05 and FC >1.2 / -1.2). 

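With the quasi-likelihood test, 90 of 29664 genes met both thresholds in the mutant, and 2581 had an unadjusted p-value under 0.05. The largest fall among the calls was that of si:dkey-269o24.1 (ENSDARG00000090477), from 31, 54 and 43 counts to 3, 1 and 4 (log2 fold change -3.95, standard error 0.416, edgeR quasi-likelihood adjusted p = 9.93e-05). LOXL2 (3 of 3) (ENSDARG00000091492) had the largest rise among them, from 14, 5 and 12 counts to 98, 63 and 76 (log2 fold change 2.87, standard error 0.326, edgeR quasi-likelihood adjusted p = 0.000223). The gene cyp2aa4 fell from 93, 154 and 165 counts to 40, 34 and 19 (log2 fold change -2.15, standard error 0.248, edgeR quasi-likelihood adjusted p = 0.000231).

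This number moved with the test, the filter and the adjustment. The likelihood-ratio test of edgeR with robust dispersions called 656 genes, among them all 90, and DESeq2 called 245. With only genes of a mean of at least 1 CPM, or with filterByExpr, 13 were called, and 11 with the Benjamini-Yekutieli adjustment. Where only the adjustment was limited to genes of a mean of at least 1 CPM, 117 were called. Single libraries moved it as well, to 451 without treated replicate 2 and to 22 without untreated replicate 1 or 2. On simulated counts the quasi-likelihood test called 23.5% of 200 genes changed 1.5-fold and 94.5% of those changed 2-fold, with 0 and 8 false calls, when dispersions followed a trend. When each gene had its own dispersion it made 49 and 59 false calls.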

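The 90 calls were 57 up-regulated and 33 down-regulated genes. The paper's DEGs matched 527 genes, which all changed in the paper's direction here, 503 with an unadjusted p-value under 0.05, and 89 of the 90 calls were among them. The log2 fold changes correlated with the paper's at r = 0.989, across genes that are not independent replicates. Medians here were 0.83 for its up-regulated and -0.86 for its down-regulated DEGs. In 481 of the 527 (91.3%) no treated library overlapped an untreated library, against 10% by chance and 16.3% among all genes with a mean of at least 1 CPM.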

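By the deposited annotation, the 90 genes called in the mutant were 88 protein coding genes, 1 miscellaneous RNA and 1 lincRNA. It gives 501 of the paper's mutant DEGs as protein coding, 9 as lincRNA, 8 as processed transcripts and 3 as unprocessed pseudogenes.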

The RNA biotypes were found to be primarily protein coding (503), with small numbers of other categories present: lincRNA (9), processed transcripts (8), unprocessed (3), antisense (2), miscellaneous (2), mitochondrial rRNA (1) and snoRNA (1).

Comparison of the DEGs sets from the wild-type and mutant 5 hr treatments revealed that 181 DEGs were expressed in the wild-type only and 411 DEGs in the mutant only. 

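Of the calls here, 13 of 17 in the wild-type were not called in the mutant, 86 of 90 in the mutant were not called in the wild-type, and 4 were called in both. The shared genes were slc22a6l, FRRS1 (2 of 5), kcnj1a.5 and UNCX (3 of 3), each with the same direction in wild-type and mutant. A call in 1 genotype alone does not show a difference between them. Of the paper's wild-type DEGs at 5 hrs, 263 of 289 (91%) changed in the same direction in the mutant, 176 with an unadjusted p-value under 0.05. Of its mutant DEGs that could be tested in the wild-type, 406 of 513 (79.1%) changed in the same direction there, 177 with an unadjusted p-value under 0.05.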

Given that the mutants lack peripheral glia, it is expected that the DEGs unique to the wild-type larvae contain genes involved in the glial responses to nerve damage. We used GO analysis to identify cellular processes altered in each condition in order to elucidate mechanisms that were glial dependent. A first step was to confine the pools of DEGs used for analysis to those with the least potential for false negatives (arising from biological variability across replicates that results in FDR values that fall short of the <0.05 cutoff). Therefore, DEGs chosen for analysis were limited to those that met both statistical cutoffs in one condition and did not reach the FC cutoff in the other condition: *e*.*g*., for the wild-type only up-regulated DEGs analysis, we included only those wild-type genes that met both statistical cutoffs and did not exhibit a FC >1.2 in the mutant RNA seq results. 

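Among the genes called here, 2 in the wild-type did not reach the fold change threshold in the same direction in the mutant. Both were copies of 5S rRNA. In the mutant, 36 calls (11 up-regulated and 25 down-regulated) did not reach it in the wild-type, 9 without untreated replicate 2 and 191 without treated replicate 2. When the fold changes here were applied to the paper's DEGs, 64 were selected from the wild-type pool (41 up-regulated and 23 down-regulated) and 280 from the mutant pool (114 up-regulated and 166 down-regulated).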

Using these criteria, 105 DEGs from the wild-type only pool (73 up-regulated and 32 down-regulated) and 244 DEGs from the mutant only pool (101 up-regulated and 143 down-regulated) were selected and used for analysis. Cluster analysis of the two DEGs pools showed that distinct and non-overlapping sets of genes were up-regulated (Fig 7A) or down-regulated (Fig 8A), indicating that the effects of MET treatment on gene expression was heavily influenced by the presence or absence of glia. 

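Whether the change with MET differed between genotypes was tested gene by gene, as the difference of the 2 within-table log2 fold changes, with a two-sided t-test and Satterthwaite degrees of freedom. Of 28027 genes, 3 had an adjusted p of 0.05 or less and 1260 an unadjusted p-value under 0.05. The difference, wild-type minus mutant, was 3.98 for si:dkey-269o24.1 (standard error 0.42, t-test adjusted p = 0.000138), whose wild-type values of at most 0.14 RPKM could not show a change. For LOXL2 (3 of 3) it was -2.80 (standard error 0.342, t-test adjusted p = 0.000304). For abcg2b (ENSDARG00000079361) it was 2.40 (standard error 0.379, t-test adjusted p = 0.011). This gene fell from 37, 106 and 59 to 14, 5 and 13 counts in the mutant and was under 1 RPKM in the wild-type, so its wild-type change is understated. On simulated data this test called 10.5% of 200 genes changed 1.5-fold in the wild-type alone and 70.5% of those changed 2-fold. The number of genes was 42 with likelihood-ratio standard errors for the mutant, and 21 without treated mutant replicate 3.

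Of the 60 DEGs selected above from the paper's wild-type pool that could be tested, 23 had an unadjusted p-value under 0.05 for the difference, 0 had an adjusted p of 0.05 or less over all genes, and 34 changed in the same direction in the mutant. Of the 280 selected from its mutant pool, 212 had an unadjusted p-value under 0.05, 3 had an adjusted p of 0.05 or less, and 173 changed in the same direction in the wild-type. Selection for a change in 1 genotype and none in the other favors such differences, so these counts are not independent evidence. Across 16645 genes, the fold changes of wild-type and mutant at 5 hrs correlated at r = 0.443 and Spearman rho = 0.365, and genes are not independent replicates. The pair share no control libraries. Without treated mutant replicate 3 r was 0.338.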

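In the mutant, 15 genes named for transcription factor and chromatin binding had a median log2 fold change of 0.51, and 12 rose (camera adjusted p = 2.04e-10, fry adjusted p = 0.00915). Of 13 genes named for oxidation-reduction, 12 fell, with a median of -0.67 (camera adjusted p = 6.43e-13, fry adjusted p = 0.0552). All 9 genes of sterol biosynthesis fell, with a median of -0.73 (camera adjusted p = 2.42e-16, fry adjusted p = 0.0664). The synthase gene lss fell by -0.89 and hmgcs1 by -0.60 (edgeR quasi-likelihood adjusted p = 0.189 for each). In the wild-type the same 9 sterol genes all rose. Their median was 0.45 at 2 hrs, or 0.15 without replicate 1 of that time, and 0.25 at 5 hrs. At either time 0 of the 9 had an unadjusted limma p-value under 0.05 (fry adjusted p = 0.44 and 0.362). Of 5 alternative complement genes 4 fell in the mutant, with a median of -0.66 (camera adjusted p = 4.82e-05, fry adjusted p = 0.166), and the median was -1.02 without treated replicate 3. The calls for oxidation-reduction, sterol and complement genes held in camera and not in fry. The study drew these lists from its mutant DEGs on the same libraries, so the set tests are not independent evidence.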

When GO analysis was performed, the mutant pool showed significant enrichment in only a small number of processes for up-regulated genes, such as transcription factor and chromatin binding (*foxo1*, *hif1a*, *etv4*, *rest*, *clock*, *hif1a*, *rnf25*, *med*, *klf1*, *loxl2*, *hist1h1d* and *tp53bp2*) (Fig 7A and 7B and S12 Table), while down-regulated genes fell into categories involving oxidation-reduction (*cyp3a5*, *cox4i1*, *cyp51a1*, *tp53i3*, *hsd11b1l*, *ptgs2*, *msmo1*, *sc5d*, *dhfr*, *tm7sf2*, *dio1*, *haao*, *aldh2* and *cyb5r2*), sterol biosynthesis (*cyp51a1*, *hmgcs1*, *msmo1*, *sc5d*, *fdps*, *ebp*, *tm7sf2*, *lss* and *cyb5r2*) and alternative complement activation pathways (*cfb*, *cfd* and *c3*) (Fig 8A and 8B, and S14 Table). This was the reverse of what was seen with the wild-type pool. 

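The 10 genes that match the splicing factors hnrnpa0, hnrnpa1, srsf1 and srsf6 had a median log2 fold change of -0.37 in the wild-type at 5 hrs, with 9 falling (camera adjusted p = 3.65e-07, fry adjusted p = 0.0133), and of -0.10 in the mutant, with 7 falling. The largest of these falls in the wild-type was that of hnrnpa0a, -0.70 (standard error 0.119, limma adjusted p = 0.143), which fell by -0.64 in the mutant (edgeR quasi-likelihood adjusted p = 0.0609). For the list, the genotypes differed by -0.22 in list score, the median over its genes in each library (two-sided exact permutation p = 0.28, 400 regroupings of the libraries). The mutant median was -0.20 without untreated replicate 3 and -0.03 without untreated replicate 2.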

Here, only a small number of categories were found to be enriched in down-regulated DEGs, e.g., those involving mRNA splicing (*hnrnpa0*, *srsf1*, *srsf6 and hnrnpa1*) (Fig 8C and S13 Table). In contrast, the up-regulated DEGs showed enrichment in multiple categories (Fig 7C and S11 Table), many of which are expected to be altered in supportive cells (*i*.*e*., peripheral glia) as they respond to cytotoxic insults to the cells they assist (neurons): *e*.*g*., oxidoreductase activity (*msmo1*, *sc5d*, *cyp51a1*, *bbox1 and cyp46a1*) and metabolism/response to stress (*ipc*, *msmo1*, *sc5d*, *sgpl1*, *agt*, *ebp*, *cyp51a1*, *abcb11*, *lss*, *hmgcs1*, *cyp46a1*, *ggt1*, *cebpb*, *hist2h2be*, *hist1h4l*, *fos*, *epas1* and *stat3*). 

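Of the genes named for oxidoreductase activity, 5 rose in the wild-type at 5 hrs, with a median log2 fold change of 0.53 (camera adjusted p = 1.51e-05, fry adjusted p = 0.00934). In the mutant the median was -0.73 and 3 of the 5 fell. The gene cyp46a1 changed by 0.02 in the mutant. The genes named for metabolism and stress had a median of 0.43 in the wild-type, with 19 of 21 rising (camera adjusted p = 1.95e-10, fry adjusted p = 0.00195), and of -0.27 in the mutant, with 14 of 22 falling, which was -0.13 without untreated replicate 2. The genotypes differed in list score by 1.26 for the oxidoreductase genes (two-sided exact permutation p = 0.02) and by 0.68 for metabolism and stress (two-sided exact permutation p = 0.01). Over the 53 lists tested this way the smallest adjusted p was 0.265, and on simulated lists this test passed none after adjustment either. A t-test on the list scores, added after the results were seen, gave 2 of the 53 lists an adjusted p of 0.05 or less, metabolism and stress (t-test adjusted p = 0.0347) and the transcription factor and chromatin genes of the mutant (difference -0.30, t-test adjusted p = 0.0347). For the oxidoreductase genes the t-test adjusted p was 0.2338. For the sterol genes above the difference was 1.06 (two-sided exact permutation p = 0.02), with 9 of 9 genes at an unadjusted t-test p-value under 0.05. The study chose these genes on the same libraries for passing its thresholds in 1 genotype and not in the same direction in the other, so part of each difference follows from that choice, as it does for the sterol and splicing genes. Not all of the genes are among the paper's 5 hr wild-type DEGs, and none of the 9 sterol genes is. With only those that are, the difference was 0.56 for the 10 of metabolism and stress (two-sided exact permutation p = 0.06) and 0.79 for the 2 of oxidoreductase activity (two-sided exact permutation p = 0.095). The t-test on these scores gave unadjusted p-values of 0.00177 and 0.0113. Neither list test was part of the plan written before the data were examined.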

Of particular interest are the sets of genes implicated in inflammatory responses: response to wounding (*sele*, *cebpb*, *fos*, *agt*, *cd40lg*, *c3*, *atp1b1*, *f5*, *il6st*, *ggt1* and *stat3*), IL6-mediated signaling (*junb*, *cebpb*, *fos*, *il6st*, *stat3 and tnfrsf1a*) and TNF signaling (*sele*, *junb*, *cebpb*, *fos and tnfrsf1a*). 

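In the wild-type at 5 hrs, 15 of 16 genes named for wounding rose, with a median log2 fold change of 0.47 (camera adjusted p = 3.75e-12, fry adjusted p = 0.0106). Of the IL6 genes 7 of 8 rose, with a median of 0.45 (camera adjusted p = 0.00013, fry adjusted p = 0.0693), and of the TNF genes 6 of 7, with a median of 0.46 (camera adjusted p = 0.00328, fry adjusted p = 0.122). Replicate 1 of the 5 hr treatment carried part of this. Without it the medians were 0.28 and 0.21, and without replicate 3 they were 0.75 and 0.90. None of the genes was called in the wild-type. The gene il6st rose in 3 of 3 libraries, to 51.4, 42.0 and 41.5 from 31.6, 28.5 and 30.6 RPKM (log2 fold change 0.55, standard error 0.095, limma adjusted p = 0.156), and by 0.11 in the mutant. The gene fos had 48.8, 56.7 and 7.31 RPKM in the treated libraries against 24.4, 30.2 and 20.0 in the controls (log2 fold change 0.17, standard error 0.614, limma adjusted p = 0.996), and its sign turned without replicate 1 (-0.22) or 2 (-0.33) of the treatment. For cebpb the log2 fold change was 0.57 (standard error 0.26, limma adjusted p = 0.762) and for junbb 0.46 (standard error 0.421, limma adjusted p = 0.93). With single libraries left out, cebpb ran from 0.353 to 0.919 and junbb from 0.123 to 1.066.

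In the mutant, fos (ENSDARG00000031683) was called down-regulated, from 389, 678 and 368 to 182, 125 and 146 counts (log2 fold change -1.67, standard error 0.174, edgeR quasi-likelihood adjusted p = 9.93e-05). There cebpb changed by 0.33 and, without treated replicate 3, by -0.25, and junbb by -0.44. The mutant medians were 0.11 for wounding, -0.13 for IL6 and -0.20 for TNF signaling, and without treated replicate 3 they were -0.06, -0.38 and -0.39. The IL6 median was 0.10 without treated replicate 1. Among the paper's 5 hr wild-type DEGs, chosen on the same libraries, are 11 of the 17 genes matched for wounding, 4 of 9 for IL6 and 3 of 8 for TNF signaling, and no gene named fos. The genotypes differed in list score by 0.38 for wounding (two-sided exact permutation p = 0.17), 0.49 for IL6 (two-sided exact permutation p = 0.195) and 0.72 for TNF signaling (two-sided exact permutation p = 0.12). With only the genes among those DEGs the differences were 0.38 (two-sided exact permutation p = 0.23), 0.50 (two-sided exact permutation p = 0.2) and 0.70 (two-sided exact permutation p = 0.175). For single genes the difference was 0.44 for il6st (t-test adjusted p = 1) and 1.84 for fos (t-test adjusted p = 1).

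**Figure D1:**
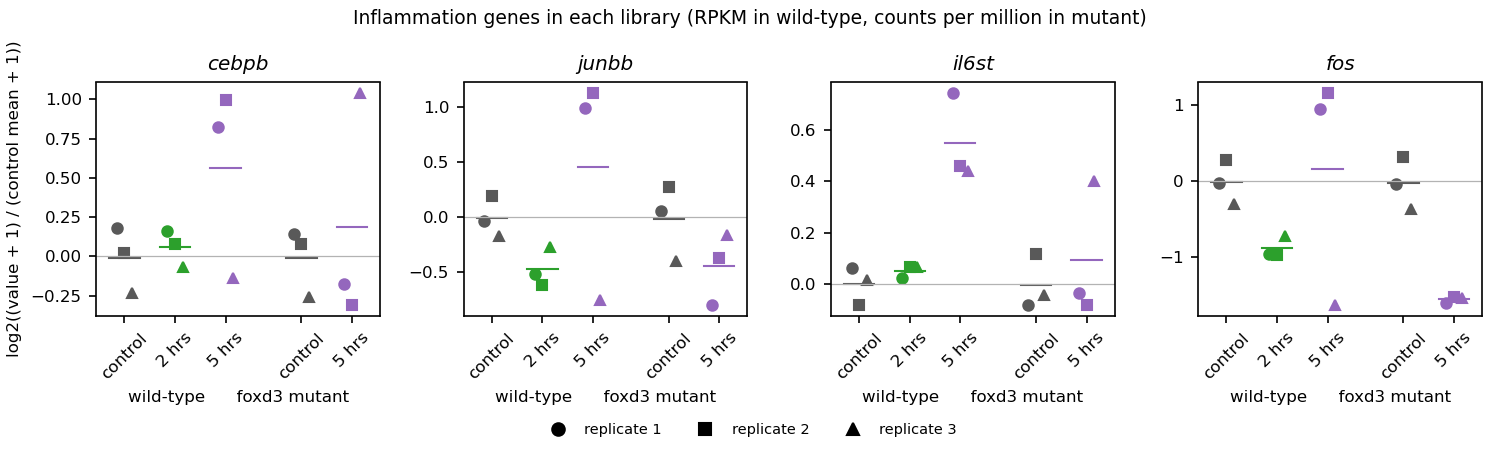
Change of 4 inflammatory genes in each library at 5 hrs of MET, as the log2 of the value plus 1 over the control mean plus 1, with RPKM in the wild-type and counts per mapped total (CPM) in the mutant. Bars are means and marker shapes are replicate numbers.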

The up-regulation of these genes in the wild-type only pool of DEGs is in keeping with the finding that inflammatory responses such as debris clearance and macrophage recruitment were not seen in the mutant larvae, and strongly suggest that these processes are being mediated by the peripheral glia.

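For macrophage and microglia markers, 15 genes, the median log2 fold change was -0.03 at 2 hrs and -0.04 at 5 hrs in the wild-type and 0.25 in the mutant, where 13 rose (camera adjusted p = 0.0405, fry adjusted p = 0.663). Without treated replicate 3 the mutant median was -0.01. No difference between genotypes was found on this list (difference -0.30, two-sided exact permutation p = 0.33). Of the paper's gene lists, the smallest permutation p-values for a difference were those of the sterol, oxidation-reduction, wild-type only oxidoreductase, and metabolism and stress lists. The mitochondrial list rose in the mutant as well, with a median of 0.66 and 29 of 30 genes rising (camera adjusted p = 2.35e-38, fry adjusted p = 0.0397), and the genotypes differed on it by 0.04 (two-sided exact permutation p = 0.915). The same held for the wild-type oxidoreductase category, whose 20 genes had a mutant median of 0.51 (difference 0.03, two-sided exact permutation p = 0.945). The 4 phototransduction genes fell in the mutant by a median of -0.50 (difference 0.02, two-sided exact permutation p = 0.96), and the 15 genes of DNA replication, mitosis and chromatin by -0.51 (difference 0.19, two-sided exact permutation p = 0.425). The paper expects genes of the glial response to nerve damage to be among the DEGs found in the wild-type only. With the absence of debris clearance and macrophage recruitment in mutant larvae, it proposes that peripheral glia mediate these inflammatory processes.

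**Figure D2:**
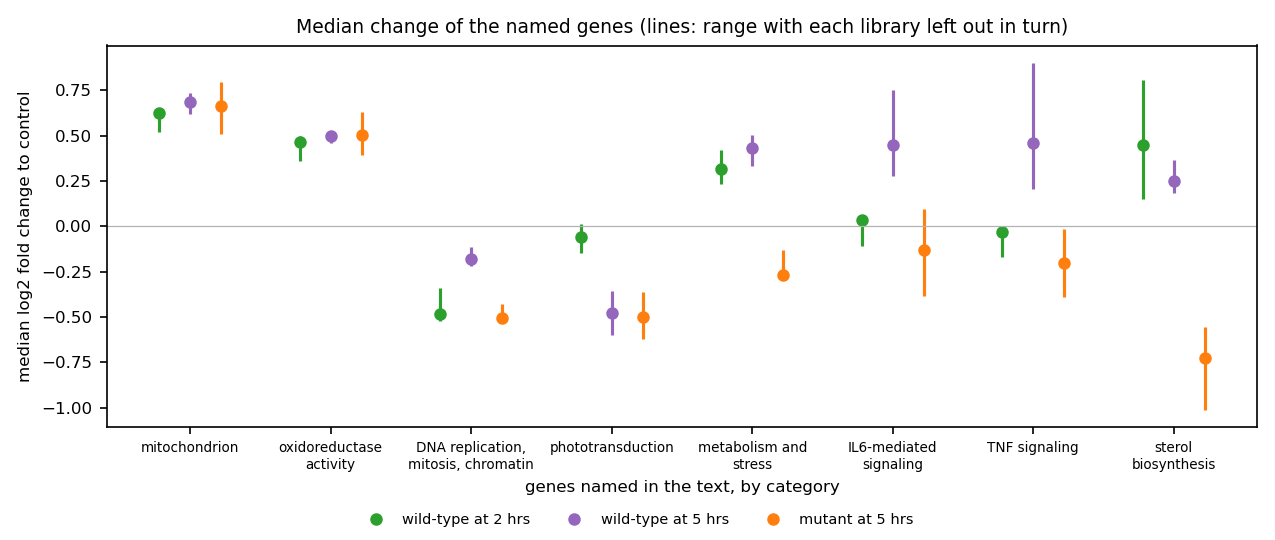
Median log2 fold change with MET of 8 gene lists in the wild-type at 2 and 5 hrs and in the mutant at 5 hrs. Lines run from the lowest to the highest median when each library in turn was left out.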

**Fig 7:**
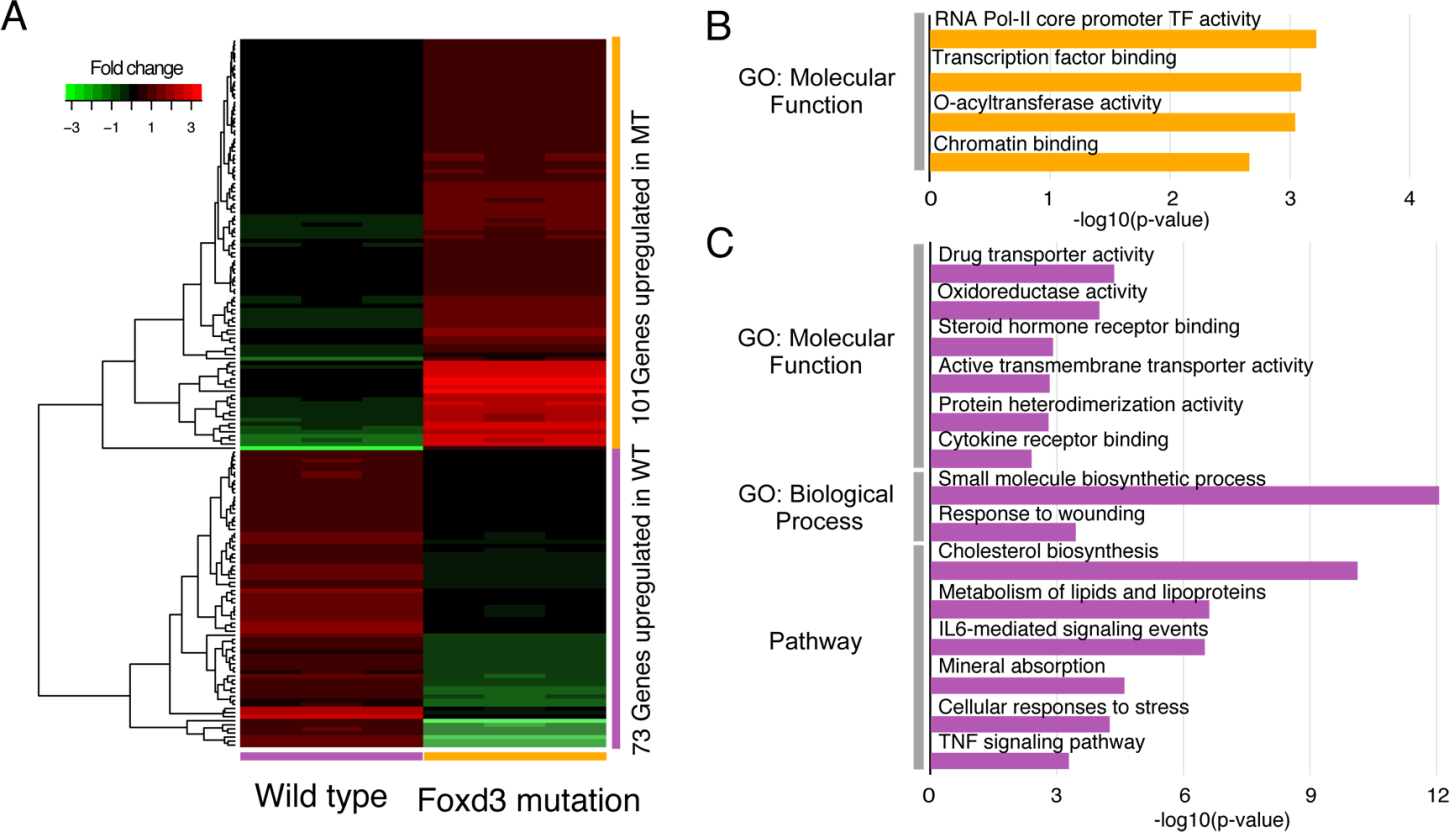
Comparison of foxd3 mutant and wild-type up-regulated DEGs found after 5 hrs of MET treatment. Panel A is a hierarchical clustering heatmap showing DEG (FDR<0.05 and FC > 1.2) found in each biological triplicate from either the wild-type or mutant transcriptomes. Gene expression fold-changes to respective controls (log_2_ ratios) are color-coded (red up-regulated and green down-regulated) Panel B: Representative GO categories enriched for the up-regulated genes found in the mutant; Panel C: representative GO categories enriched for the up-regulated genes found in the wild-type transcriptome. Length of bar corresponds to degree of significance (longer bars = greater significance), *p*-values determined by Benjamini-Hochberg procedure.

**Fig 8:**
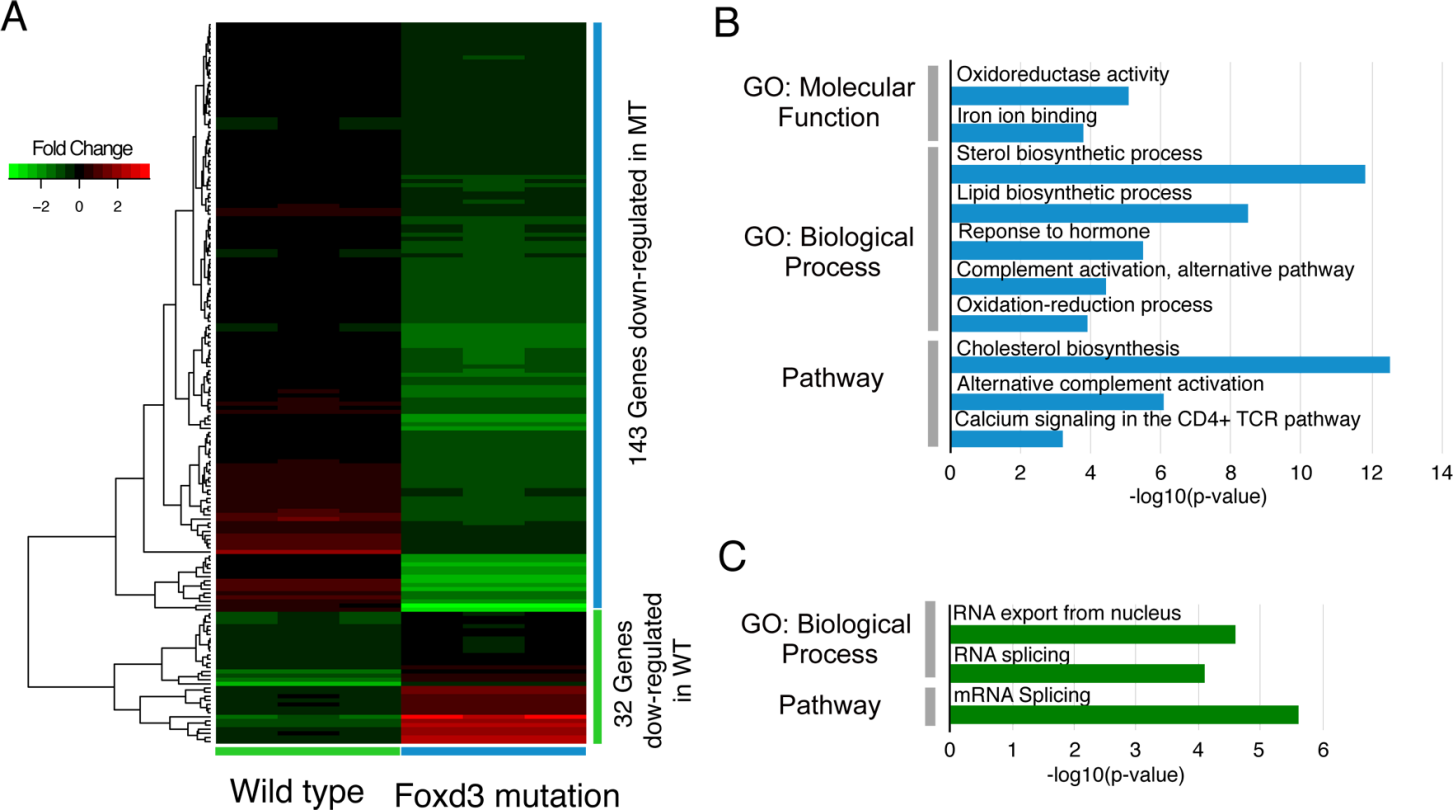
Comparison of foxd3 mutant and wild-type down-regulated DEG found after 5 hrs of MET treatment. Panel A is a hierarchical clustering heatmap showing DEG (FDR<0.05 and FC < -1.2) found in each biological triplicate from either the wild-type or mutant transcriptomes. Gene expression fold-changes to respective controls (log_2_ ratios) are color-coded (red up-regulated and green down-regulated). Panel B: Representative GO categories enriched for the down-regulated genes found in the mutant; Panel C: representative GO categories enriched for the down-regulated genes found in the wild-type transcriptome. Length of bar corresponds to degree of significance (longer bars = greater significance), *p*-values determined by Benjamini-Hochberg procedure.

It is possible that the changes in inflammatory gene expression could be accounted for by the peripheral glia or by the immune cells recruited to the sites of nerve injury. To determine if macrophages and/or microglia are contributing to the observed up-regulated inflammatory gene expression, we utilized the *panther*^*j4e*^ (*csfr1a*^*-/*-^*)* mutant line. In this line, colonization of the head by macrophages and microglia is delayed until after 4 dpf [53]. Previously, we showed that in these mutants macrophages were not recruited to the areas of MET-induced neuronal damage [29]. When transcription levels for a number of the inflammation-related DEGs were assayed by qPCR using cDNA from 5 hr MET-treated *3*.*2*:*NTR;panther*^*j4e*^ larvae versus untreated larvae, elevated expression levels similar to those seen for larvae in a wild-type background were found (Fig 9). This finding, together with the results from the foxd3 mutant work, strongly suggests that it is the peripheral glia that are the source of the increased transcription seen for these genes after 5 hrs of MET-induced neuronal damage.

**Fig 9:**
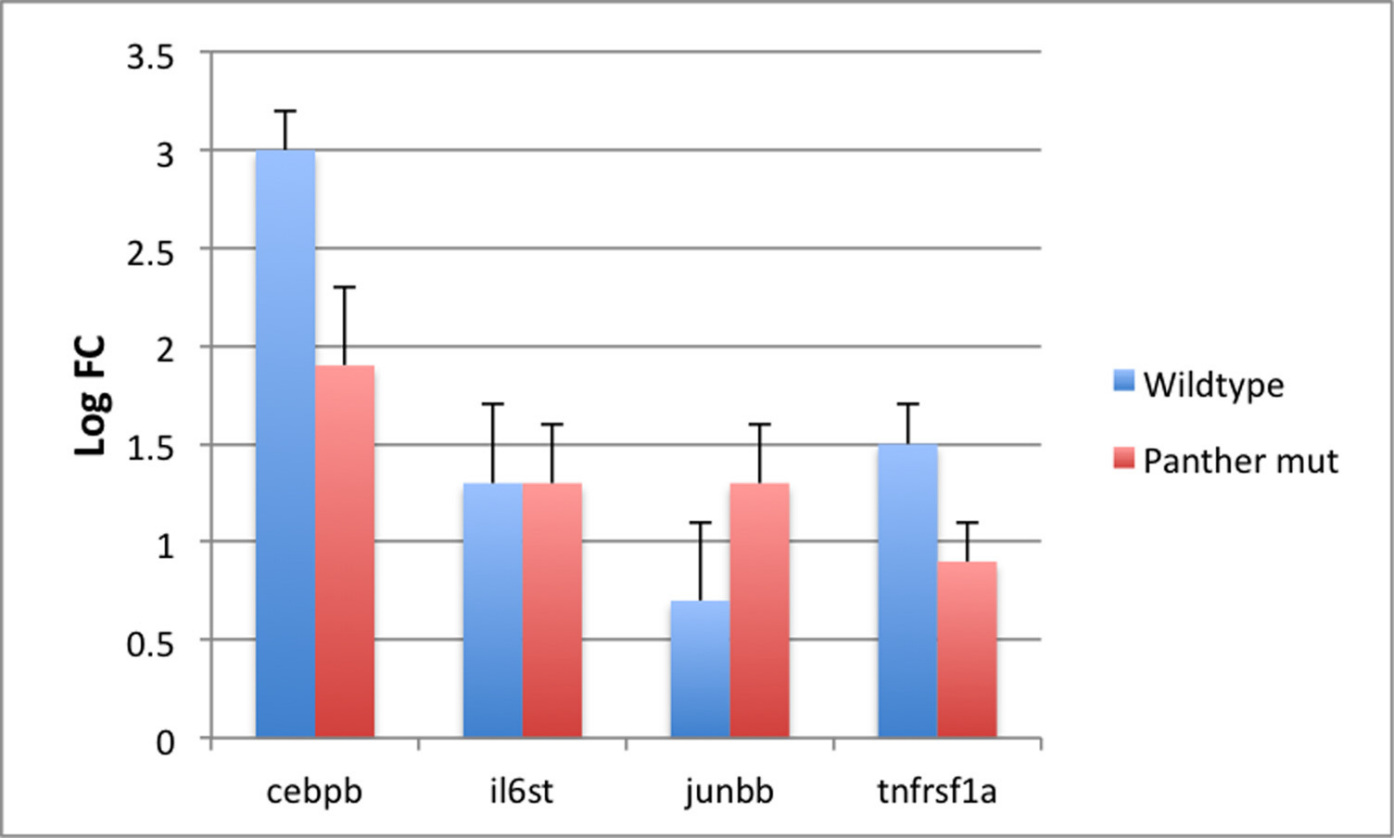
qPCR results for gene expression in wild-type and *panther* mutants. Bar graph showing qPCR determined log fold change (log FC) in expression of *cebpb*, *il6st*, *junbb*, *and tnfrsf1a* in wild type larvae (blue) and *panther (csfr1a*^*j4e1*^) mutant larvae (red). Data represent means ± S.E.M. of at least 3 experiments. Differences in mean values between conditions for each gene were not statistically significant.

These findings, together with those obtained using in vivo imaging [29], provide support for the proposition that non-myelinating glia are undergoing a conversion from a supporting, ensheathing cell phenotype to one involving active phagocytosis and recruitment of macrophages. A similar process has been more fully investigated in myelinated nerve injury. Upon nerve injury, myelinating Schwann cells stop producing myelin [54] and begin phagocytosing debris via a novel form of autophagy [16]. Schwann cells then exhibit increased expression of markers for immature Schwann cells [52] in a process that has been termed both dedifferentiation and activation, resulting in a ‘repair’ Schwann cell that is critical for axonal regeneration [14]. This phenotypic plasticity is driven by activation of signaling pathways involving p38/MAPK [55, 56] and ERK [57, 58]. Activation of those pathways leads to a rapid increase in the levels of the transcription factor *c-jun*, a known negative modulator of myelination [59]. In a subsequent study using *c-jun* mutant mice, a large number of genes normally up-regulated in injured nerves (including several involved in neuronal survival and regeneration) were not activated, there was increased death of sensory neurons in response to nerve crush, myelin clearance was delayed, axon regeneration was impaired and functional nerve recovery failed [15]. These findings led the authors to propose that *c-jun* acts as a ‘master regulator’ of Schwann cell reprogramming in response to axonal injury. We did not observe any changes in *c-jun* transcription in our study, which suggests the possibility that myelinating and non-myelinating glia might respond to axonal damage differently.

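The gene jun had 70 ± 1.22 RPKM in the untreated wild-type, 68.3 ± 5.82 RPKM at 2 hrs and 82.4 ± 16.2 RPKM at 5 hrs (SD, n = 3 libraries). Its log2 fold change was -0.04 at 2 hrs (limma adjusted p = 0.971) and 0.21 at 5 hrs (standard error 0.136, limma adjusted p = 0.881). In the mutant it was 0.01, from 106 ± 7.85 to 106 ± 18.3 CPM (edgeR quasi-likelihood adjusted p = 1). The signs of the small changes at 2 hrs and in the mutant turned when single libraries were left out, to 0.03 without replicate 1 of the 2 hr treatment and to -0.09 without treated mutant replicate 3. The absence of a call is not a test that the change is 0.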

This idea is supported by several studies investigating the molecular responses of non-myelinating glial to nerve injury. Cheepudomwit et al. [60] reported that levels of RNA encoding the cytokines MCP, IL-2, IL-6 and IL-10, IL-1ß and LIF RNA were increased in the sciatic nerve when it was transected (affecting both unmyelinated and myelinated nerves axons), but that the increases in sciatic IL-1ß and LIF RNAs were not seen when unmyelinated axons were selectively damaged using capsaicin injections. Additional indirect support comes from studies demonstrating differences in proliferative responses of non-myelinating versus myelinating glia in motor nerve injury and in growth factor expression after nerve root denervation/grafting [61–63].

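Of 21 transcription factor genes that the paper lists as altered at 2 hrs, 15 had an unadjusted p-value under 0.05 here and none was called. They were 11 rising and 10 falling genes, with a median log2 fold change of 0.14, which was 0.33 without replicate 3 of the 2 hr treatment. The gene klf9 rose by 1.11 at 2 hrs and 0.87 at 5 hrs, and by 2.01 in the mutant. Of 14 listed at 5 hrs, 11 rose and 11 had an unadjusted p-value under 0.05, with a median of 0.58 (camera adjusted p = 2.36e-06, fry adjusted p = 0.00324). The 2 called were fosl1a and ddx26b. The paper drew both lists from its DEGs on the same libraries.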

While c-jun expression was unaltered in our model, a number of other transcription factors (TF) did show changes in the wild-type at both 2 hrs (*cbx7a*, *ddx26b*, *dedd1*, *dtl*, *e2f2*, *e2f3*, *egln3*, *egr4*, *fboxo15*, *fosl1a*, *hbp1*, *hif1al*, *ier2*, *klf9*, *klf13*, *klf16*, *klf17*, *nr0b2a*, *nr0b2b*, *nr1i2* and *rxrab*) and at 5 hrs (*agf2*, *bzw1b*, *cbx7a*, *cebpb*, *cebpd*, *ddx26b*, *egln3*, *fosl1a*, *hif1al*, *hig1*, *junbb*, *klf9*, *klf13*, *nr0b2b* and *nr1i2*) of MET-treatment. These most likely underrepresent the total number of TF that are affected, as it is highly likely that additional TF are present among the numerous uncharacterized genes present in each of the DEGs pools. The incomplete overlap between these two groups of TF most likely explains the differences in the panels of DEG seen at the two timepoints.

Involvement of IL6 and TNF signaling pathways in responses to axonal injury/degeneration is not unexpected, as previous studies have implicated these pathways as being activated in various models of peripheral nerve injury [60, 64–66]. However, as both sensory neurons and peripheral glia express the genes for multiple cytokines, chemokines and their receptors, including IL-6 and its co-receptor proteins il6st (gp130) and il6r [64, 67] it remains to be determined if the signaling is from neuron to glia, glia to glia or glia to neuron, or a combination thereof.

This is the first transcriptome study of metronidazole-induced neuronal death in zebrafish and the response of non-myelinating glia to sensory neuron degeneration. As the appropriate tools become available, future investigation into specific genes and cellular processes in selected subpopulations of cranial cells will provide a deeper understanding of how the non-myelinating glial response to axonal and soma degeneration leads to activation of the pro-inflammatory pathways underlying responses to nerve injury.

## Supporting Information

S1 Fig Spearman Correlation Matrix. (TIFF) Click here for additional data file.

S1 Table Sequencing summary for wild-type larvae. (XLSX) Click here for additional data file.

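In the paper's S1 Table, input reads for the 9 wild-type libraries run from 30079353 to 41116252 (median 36377156) and genes detected from 26885 to 27415. It lists 86.5% to 87.8% of reads as uniquely mapped and 6.92% to 7.53% as mapped to several places. The deposited wild-type values give 26717 to 27173 genes above 0 RPKM per library.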

S2 Table DEG in wild-type at 2 hrs treatment. (XLSX) Click here for additional data file.

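The per-library values in S2 Table keep the same ratio between replicates of a group for every gene. Control replicate 1 over control replicate 2 is 0.966 throughout, while in the deposited values this ratio runs from 0.623 at the 5th to 1.5 at the 95th percentile of genes. The table therefore holds fitted group values and not the spread between libraries. Its smallest fold change is 1.31, and 268 of its 273 genes were tested here.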

S3 Table DEG in wild-type at 5 hrs treatment. (XLSX) Click here for additional data file.

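Of the 299 genes of S3 Table, 289 were tested in the wild-type libraries here. Its smallest fold change is 1.30.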

S4 Table GO analysis of early response up-regulated DEG. (XLSX) Click here for additional data file.

S5 Table GO analysis of continuous response up-regulated DEG. (XLSX) Click here for additional data file.

S6 Table GO analysis of continuous response down-regulated DEG. (XLSX) Click here for additional data file.

S7 Table GO analysis of late response up-regulated DEG. (XLSX) Click here for additional data file.

S8 Table GO analysis of late response down-regulated DEG. (XLSX) Click here for additional data file.

S9 Table Sequencing summary for mutant larvae. (XLSX) Click here for additional data file.

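For the mutant, S9 Table lists 26001826 to 39924460 input reads, with means of 31563606 in untreated and 32048579 in treated libraries, and 80.3% to 85.7% of reads uniquely mapped. It gives 16233983 gene counts for untreated replicate 3, for which the deposited counts sum to 16725475.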

S10 Table DEG in mutant at 5 hrs treatment. (XLSX) Click here for additional data file.

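S10 Table holds 529 rows for 527 genes, and its smallest fold change is 1.34. As in the wild-type tables, replicates of a group keep a fixed ratio, 0.741 for untreated replicate 1 over 2, where the deposited counts give 0.458 to 1.16 between the 5th and 95th percentiles.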

S11 Table GO analysis of wild-type only vs. mutant up-regulated DEG. (XLSX) Click here for additional data file.

S12 Table GO analysis of mutant only vs. wild-type up-regulated DEG. (XLSX) Click here for additional data file.

S13 Table GO analysis of wild-type only vs. mutant down-regulated DEG. (XLSX) Click here for additional data file.

S14 Table GO analysis of mutant only vs. wild-type down-regulated DEG. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

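The authors deposited 2 tables. The wild-type table holds RPKM values per Ensembl transcript, which the authors did not scale further between libraries. They estimated these with Sailfish 0.6.3 from 50 bp single-end reads and the Zv9 annotation. The mutant table holds raw read counts per Ensembl gene, which the authors obtained with featureCounts 1.4.5 from STAR 2.0.4b alignments to Zv9. Both deposited tables also hold the percent GC content of each gene, which the authors took from the Ensembl annotation. Units were read from the values themselves. The mutant values are all whole numbers. For 2095 wild-type genes with a single transcript and a 0 in some library, values were multiplied by the mapped reads of their library. Of 7680 such values 86.4% lay within 0.1 of a whole multiple of the gene's smallest value, where 20% would by chance. The RPKM values therefore rest on whole reads at the low end. They carry no sign of scaling between libraries beyond read totals.

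Rows that repeat a transcript or gene under another Entrez identifier carry the same values and were removed. These were 4968 of 57170 wild-type rows and 3727 of 37464 mutant rows. No row lacked a gene name, and no library was left out. Wild-type transcripts were summed per gene, which gave 32402 genes, all of them also in the mutant table. Genes with 0 in every library were left out, which left 29428 wild-type genes and 29664 mutant genes.

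The plan written before the data were examined took both tables to hold counts. Because the wild-type table holds RPKM, those libraries were fitted with limma on the log2 of the TMM-scaled value plus 1, with trended and robust variances, all 9 libraries in 1 fit. The tests of the plan that need counts, which are the likelihood-ratio test, DESeq2 and filterByExpr, could not be run on the wild-type. The mutant counts were tested with the edgeR quasi-likelihood F-test with robust dispersions and TMM scaling, with the legacy setting that is the default of this version. A DEG had a Benjamini-Hochberg adjusted p-value of 0.05 or less and a fold change over 1.2 either way. A mean of at least 1 RPKM or of at least 1 CPM stands for the plan's mean log2 CPM of 0 or more.

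The difference between genotypes at 5 hrs was computed per gene as the wild-type log2 fold change minus the mutant log2 fold change, with a two-sided t-test on their combined standard error and Satterthwaite degrees of freedom. The plan gave a z test for tables without counts. The t-test was chosen in its place before any result was seen, because a z test ignores how few libraries there are. The z test was run beside it. The difference per gene list, as the list score (the median over its genes in each library, averaged over the libraries of a group), was tested by exact permutation over 400 regroupings of the libraries within each genotype. That list test was not in the plan. The tables were normalized separately, and levels were not compared between them.

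Gene lists were written before the data were examined, 33 copied from the paper and 20 of cell type and process markers from general knowledge. Names were matched exactly, with a or b appended for zebrafish duplicates, or by a listed alias. A match by name can be a paralog that is not among the paper's DEGs, and other paralogs, such as anxa1c, were missed. The paper's lists were drawn from its DEGs on the same libraries, so tests of them are not independent evidence. Each list was tested in each comparison with camera at a preset inter-gene correlation of 0.01 and with fry, adjusted by Benjamini-Hochberg over the lists. Lists are given in the text where the paper's argument concerns them, and the marker lists of glucocorticoid response, NRF2 targets, cholesterol biosynthesis and S phase were picked after the list results were seen.

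Named genes follow a rule fixed in the plan. They are every gene that the results text of the paper names, the genes of Tables 1 and 2, the 10 largest rises and 10 largest falls among the calls of each comparison, foxd3, and the 5 genes with the smallest p in the test of the genotypes in each direction. The genes given in the text were picked from these after their values were seen.

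The tests were checked on simulated data with 200 changed genes. These were drawn from the better expressed genes, and noise was independent between genes. For the wild-type, where changes were simulated at 5 hrs alone, limma called 33%, 83.5% and 97.5% of genes changed 1.5, 2 and 4-fold, with 4, 8 and 10 false calls. For the mutant, the quasi-likelihood test called 23.5%, 94.5% and 100% with dispersions that follow a trend, with 0, 8 and 8 false calls. With a dispersion of its own for each gene it called 34.5%, 91% and 100%, with 49, 59 and 57 false calls. For genes changed in the wild-type alone, the t-test between genotypes called 10.5%, 70.5% and 99% with 1, 6 and 27 false calls, or 9%, 77.5% and 98.5% with 10, 35 and 31 when each mutant gene had its own dispersion. Camera and fry called all changed lists of 20 genes, with at most 1 and 2 false calls in a simulation. Those genes were drawn independently, so the effect of correlation between genes was not tested. The list permutation gave an unadjusted p-value under 0.05 for 28 of 60 lists changed in 1 genotype, 0 of 60 changed alike in both and 12 of 180 unchanged. None passed after adjustment. The smallest unadjusted permutation p-value in these simulations was 0.005. With dispersions that follow a trend, 7, 3 and 3 of 10 lists were called at 1.5, 2 and 4-fold. With a dispersion for each gene, 4, 6 and 5 were. When 1 genotype alone changes, regroupings within the other give nearly the same difference. A larger change therefore does not lower the p-value of this test. A t-test on the list scores, added after the results were seen, gave 60 of 60, 12 of 60 and 10 of 180 at an unadjusted p-value under 0.05. The effect of the shared controls on the overlap and correlation of 2 and 5 hrs was simulated 20 times from the wild-type variances.

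Alternatives covered the test, the normalization, the expression filter, the thresholds, the adjustment, the libraries fitted, the replicate number as a block, each library left out in turn, the log constant, and the summary and membership of each gene list. The paper's lists were also reduced to the genes among its own DEGs, a step chosen after the results were seen. The fits with a constant of 0.1 and the alternatives with no scaling, quantile normalization, array weights, single transcripts, the current quasi-likelihood setting, estimateDisp dispersions and the variants of the genotype test beyond the plan were chosen after the data were seen. Single-gene p-values with 3 libraries against 3 come from limma or edgeR. Supplementary tables of the paper were read for depth and for its DEGs.

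The work used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and numpy 2.4.6. Reads were not realigned, and gene ontology enrichment, qPCR and imaging were not redone because the deposited tables do not hold what they need.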

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

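The t-test on list scores, the lists reduced to the paper's DEGs, and the checks on single libraries and on unnamed genes for cholesterol, those on single libraries for glucocorticoid, NRF2 and S phase genes, on the clock and hepatocyte lists, on the inflammatory genes and on 1 wild-type library were chosen after the results were seen. The GC content, proliferation and regrouping checks were fixed earlier.

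At 5 hrs the change with MET differed between wild-type and mutant in 3 of 28027 genes (t-test with adjustment over all genes). When the libraries were regrouped within each genotype, 12 of 100 groupings, the real grouping included, gave as many genes. Regroupings mix treated and control libraries and so carry the response too, and their highest numbers were 419 and 16 genes. Of the 3 genes, si:dkey-269o24.1 was near 0 RPKM in every wild-type library, and that value cannot show whether the gene responds in the wild-type. LOXL2 (3 of 3), with 1.21 to 1.56 RPKM in these wild-type libraries, changed there by a log2 of 0.08 and rose in the mutant. A candidate explanation for the third gene, abcg2b, is the constant added to low RPKM values. With a constant of 0.1 its wild-type log2 fold change was -0.57 in place of -0.25.

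At 5 hrs the median of the cholesterol biosynthesis genes was above 0 in the wild-type and below 0 in the mutant. The wild-type rise was weak. There 23 of 24 genes rose, and 0 had an unadjusted limma p-value under 0.05. The list gave a camera adjusted p of 0.00378 and a fry adjusted p of 0.748. The list score, the median over the genes in each library, of the 24 genes present in both tables differed by 0.666 (two-sided exact permutation p = 0.03), and that of the 9 sterol genes the paper lists for the mutant by 1.058 (two-sided exact permutation p = 0.02). The study chose the 9 genes on these libraries for falling past its thresholds in the mutant and not in the wild-type, so part of the 1.058 follows from that choice. The paper's text also lists 6 of them as rising in the wild-type only, although none of the 9 is among its 5 hr wild-type DEGs. The paper's text names 8 of the genes on the longer list. For the other 16 the difference was 0.424 (two-sided exact permutation p = 0.04), with medians of 0.106 in the wild-type at 5 hrs and -0.296 in the mutant. After adjustment over the 53 lists no permutation p was 0.05 or less, and a t-test on the list scores gave an adjusted p of 0.2244 for the 24 genes and 0.2338 for the 9. A single library does not account for the difference, since the median difference per gene was 0.587 and at least 0.471 with any 1 library left out. The wild-type medians were 0.323 at 2 hrs and 0.201 at 5 hrs, and the mutant median was -0.345. A candidate explanation is a difference in metabolic state or feeding of the larvae between the separate experiments, which these tables cannot test because genotype, experiment and quantification differ together.

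Genes of the glucocorticoid response rose in all comparisons, by a median log2 of 0.588 in the wild-type at 2 hrs, 0.571 at 5 hrs and 0.648 in the mutant. The smallest value with any library left out was 0.397, so 1 library does not explain it. Camera gave adjusted p-values of 2.05e-08, 3.55e-10 and 4.91e-16 and fry 0.193, 0.0767 and 0.245, so the calls rest on the preset correlation. A candidate explanation is a stress response to treatment that does not depend on glia. No difference between genotypes was found on the list (difference -0.082, two-sided exact permutation p = 0.815), in a test with little power. There is no group with MET and without NTR among the libraries, so an effect of MET itself may not be separated from that of the ablation.

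Targets of the oxidative stress factor NRF2 rose as well, by a median of 0.189 in the wild-type at 2 hrs, 0.392 at 5 hrs and 0.321 in the mutant. The smallest value with a library left out was 0.126. Camera gave adjusted p-values of 4.38e-05, 1.59e-11 and 2.53e-13 and fry 0.307, 0.0565 and 0.0715. The paper's own genes prdx1 and gsr are part of this pattern, with log2 fold changes of 1.09 (standard error 0.151, edgeR quasi-likelihood adjusted p = 0.00173) and 0.77 (standard error 0.139, edgeR quasi-likelihood adjusted p = 0.0197) in the mutant. The list may report the reduction of MET by NTR, which takes place with or without glia.

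S phase genes fell in the mutant by a median log2 of -0.421, with 40 of 41 below the untreated mean (camera adjusted p = 8.79e-21, fry adjusted p = 0.245), and the value closest to 0 with a library left out was -0.328. In the wild-type the same genes fell by -0.348 at 2 hrs and by -0.179 at 5 hrs, and the fall at 2 hrs fits a general fall of proliferating cells or of their S phase transcripts and is wider than the genes the paper names. Mitosis genes fell in the mutant by -0.275 (camera adjusted p = 2.75e-07, fry adjusted p = 0.348) and changed by -0.018 in the wild-type at 5 hrs. No difference between genotypes was found on the S phase list (difference 0.204, two-sided exact permutation p = 0.45) or the mitosis list (difference 0.24, two-sided exact permutation p = 0.34), yet 35 of 41 and 24 of 24 genes were higher in the wild-type, so a smaller fall there stays open.

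Replicate 3 of the wild-type 2 hr treatment lay apart from the other libraries, at 39.28 on the first principal component (28.1% of the variance), where the others lay between -9.219 and -0.2325. It had 25606.3 RPKM of mitochondrial 16S rRNA and more 7SK and signal recognition particle RNA than any other library, which fits a different RNA composition of that library. Without it 32 genes were called at 2 hrs. In the mutant, treated replicate 2 lay at 44.18 on the first component (35.7%) and treated replicate 3 at -41.58 on the second (31.1%). They did not share a direction, and the number of DEGs without each was 451 and 235.

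For the numbers of DEGs themselves, the real grouping gave more calls than every other split of 3 against 3 libraries, so 1 of 10 splits reached it in the wild-type at 2 hrs, 1 of 10 at 5 hrs and 1 of 10 in the mutant. With 10 splits the smallest share possible is 0.1. The other splits gave at most 1, 3 and 0 calls. In 20 simulations of unchanged wild-type groups 0 genes were called at either time (means of 1480 and 1503 genes with an unadjusted p-value under 0.05). Those simulations drew each gene on its own and leave out variation that genes share.

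Other explanations were checked. Time of day may shift clock genes, and at most 4 of 30 clock output genes had an unadjusted p-value under 0.05 in any comparison. The list medians were 0.045 in the wild-type at 2 hrs, 0.045 at 5 hrs and 0.084 in the mutant. No large shift of the list was seen, and a small one stays open with 3 libraries a group. Liver carried along in the dissected heads could shift liver genes, and all 17 hepatocyte genes stayed within 2-fold by 2 standard errors in the wild-type at 5 hrs (-0.063 to 0.406). GC content could bias fold changes, and its correlation with them was at most rho = 0.103 in the wild-type and 0.067 in the mutant, across genes that are not independent replicates.

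In the mutant 15 of the 17 hepatocyte genes stayed within 2-fold by 2 standard errors, with log2 fold changes from -0.867 to 0.598 and a median of -0.124 (camera adjusted p = 0.0142, fry adjusted p = 0.608). A difference in liver carried along and a response of these genes cannot be told apart there, because the genes went both ways, and differences under 2-fold stay open in both genotypes.

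For the inflammatory genes of the wild-type at 5 hrs, 1 library might have carried the result. With any library left out, the median was at least 0.41 for wounding (0.471 with all), 0.277 for IL6 (0.446) and 0.208 for TNF signaling (0.459). The TNF median fell more than 2-fold without replicate 1 of the treatment, so that library could carry much of that rise. The list scores of the 3 treated libraries were 0.789, 0.621 and -0.077 for IL6 and 0.833, 0.781 and -0.127 for TNF signaling. With only the genes among the paper's 5 hr wild-type DEGs they were 0.789, 0.732 and 0.096 for the 4 of IL6 and 0.833, 1.005 and -0.127 for the 3 of TNF signaling.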

How the results depend on the processing

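The fits with a log constant of 0.1, and the alternatives with unscaled values, array weights, single transcripts, quantile normalization, legacy FALSE, estimateDisp dispersions or limma in both tables were chosen after the data were seen, and all others were fixed before the data were examined. The t-test on list scores was chosen after the results were seen. It gave 2 of 53 lists an adjusted p of 0.05 or less for a difference between genotypes and 9 an unadjusted p-value under 0.05, where the permutation test gave 0 and 6. The z test for the genotype difference was the plan's test for tables without counts and was run beside the t-test. The likelihood-ratio test, DESeq2 with its size factors and filterByExpr were not run on the wild-type, because its table holds no counts. Where a cause is not given, the cause was not tested. For the results of whole comparisons under an alternative, 933 values stayed the same in kind, 157 counts, correlations or list medians moved, 35 lost a call, and 16 turned in sign. Among single genes 1160 stayed the same, 99 weakened, 39 strengthened and 18 turned in sign. No gene called as a DEG with all libraries turned in sign in any setting, while some lists called by camera did, as given below.

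The 6 DEGs of the wild-type at 2 hrs became 10 with array weights, 13 among genes with a mean of at least 1 RPKM, 15 with a constant of 0.1, 13 with both of these, and 14 by single transcripts. They became 0 with only the 6 libraries compared (1921 genes with an unadjusted p-value under 0.05), 3 at an FDR of 0.01, 24 at 0.1, 2 at a fold change over 2, 2 with the Benjamini-Yekutieli adjustment and 1 when adjusted over genes with a mean of at least 1 RPKM. Leaving out libraries gave from 2 (without MET 2 hrs replicate 1) to 32 (without MET 2 hrs replicate 3).

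The 17 DEGs of the wild-type at 5 hrs became 59 with array weights, 3 with only the 6 libraries compared, 2 with the replicate number as a replicate block, 4 as deposited without scaling, 3 at an FDR of 0.01, 33 at 0.1, 6 at a fold change over 2, 1 with Benjamini-Yekutieli and 11 when adjusted over genes with a mean of at least 1 RPKM. Leaving out libraries gave from 2 (without MET 5 hrs replicate 1 or control replicate 2 or 3) to 27 (without MET 2 hrs replicate 3). Wild-type libraries with the same replicate number had a mean correlation of 0.07 (-0.102 to 0.198), against -0.035 for other pairs. In the mutant the means were -0.017 and 0.01. Of the 9 wild-type pairs with the same number 4 were over 0.1, so the numbers were not taken to pair and the replicate block stayed an alternative.

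The 90 DEGs of the mutant became 656 with the likelihood-ratio test and robust dispersions, 301 with estimateDisp dispersions, 245 with DESeq2, 30 with legacy FALSE, 13 with filterByExpr, 13 among genes with a mean of at least 1 CPM and 201 with the replicate block. They became 22 at an FDR of 0.01, 196 at 0.1, 48 at a fold change over 2, 11 with Benjamini-Yekutieli and 117 when adjusted over genes with a mean of at least 1 CPM. Leaving out libraries gave from 22 (without untreated replicate 1 or 2) to 451 (without treated replicate 2). All 90 were among the 656 and 89 among the 245, and 13 were kept when only genes with a mean of at least 1 CPM were fitted.

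The 3 genes shared at 2 and 5 hrs became 1 at an FDR of 0.01, 12 at 0.1, 5 with a mean of at least 1 RPKM and 8 with a constant of 0.1, and 0 to 7 with libraries left out (7 without MET 2 hrs replicate 3). The 2 early genes became 0 with a mean of at least 1 RPKM and 2 to 10 with libraries left out (10 without MET 2 hrs replicate 3). The 15 continuous genes became 2 at an FDR of 0.01, 36 at 0.1, 9 at a fold change over 1.5, 28 with a mean of at least 1 RPKM and 23 with a constant of 0.1, and 2 to 38 with libraries left out (38 without MET 2 hrs replicate 3). The 3 late genes became 1 at an FDR of 0.01, 6 at 0.1 and 1 with a mean of at least 1 RPKM, and 0 to 4 with libraries left out.

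The 2 wild-type only genes became 0 at an FDR of 0.01, 6 at 0.1, 1 at a fold change over 1.5 and 0 with a mean of at least 1 RPKM, and 0 to 3 with libraries left out. The 36 mutant only genes became 11 at an FDR of 0.01, 87 at 0.1, 59 at a fold change over 1.5, 6 with a mean of at least 1 CPM and 372 with the likelihood-ratio test, and 9 (without untreated replicate 2) to 191 (without treated replicate 2) with libraries left out. The 3 genes that differ between genotypes became 5 at an FDR of 0.1, 42 with the likelihood-ratio test in the mutant, 1 with a mean of at least 1, 31 with the z test and 5 with limma in both tables, and 2 to 21 (without mutant treated replicate 3) with libraries left out.

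Correlations of fold changes ranged from 0.395 (without MET 2 hrs replicate 1) to 0.584 for 2 and 5 hrs (0.501 with all libraries). They ranged from 0.338 (without mutant treated replicate 3) to 0.519 for wild-type and mutant at 5 hrs (0.443), and from 0.349 to 0.473 for wild-type at 2 hrs and mutant (0.459). Over all genes the last pair were 0.14 and 0.136. Counting genes at 10 or more in place of above 0 gave 8293.3, 8459.3 and 8162.0 genes for wild-type controls, 2 hrs and 5 hrs, and 21874.7 and 21820.7 for untreated and treated mutants.

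Of the 53 lists, camera called and fry did not call 7 in the wild-type at 2 hrs, 13 at 5 hrs and 27 in the mutant, and such lists keep the same median. Of those given in the text, at 2 hrs in the wild-type these were sterol 0.446, glucocorticoid 0.588, NRF2 0.189, cholesterol 0.323, S phase -0.348 and mitosis -0.254. At 5 hrs they were DNA replication, mitosis and chromatin -0.182, cell cycle -0.183, DNA replication -0.165, sterol 0.248, IL6 0.446, TNF 0.459, hepatocyte 0.117, glucocorticoid 0.571, NRF2 0.392, cholesterol 0.201 and S phase -0.179. In the mutant they were phototransduction -0.5, oxidation-reduction -0.665, sterol -0.728, complement -0.655, splicing -0.096, wild-type oxidoreductase -0.727, metabolism and stress -0.27, IL6 -0.129, TNF -0.2, macrophage 0.251, hepatocyte -0.124, glucocorticoid 0.648, NRF2 0.321, cholesterol -0.345, S phase -0.421 and mitosis -0.275. Without the genes called, the mutant medians of IL6 and hepatocyte were -0.06 and -0.106 and not called. Camera was given a correlation of 0.01 between genes, and fry takes the correlation from the libraries.

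With libraries left out, list medians in the wild-type at 2 hrs ranged from -0.135 to 0.075 for phospholipase A2 inhibitors (-0.039 with all), 0.149 to 0.805 for sterol (0.446), 0.063 to 0.334 for transcription factors (0.144), -0.123 to 0.021 for macrophage (-0.028), 0.003 to 0.183 for clock (0.045), 0.126 to 0.376 for NRF2 (0.189), -0.479 to -0.171 for S phase (-0.348) and -0.41 to -0.119 for mitosis (-0.254). The signs turned without control replicate 2 for phospholipase A2 inhibitors and without MET 2 hrs replicate 2 for macrophage. The sensory neuron median of 0.026 had a mean of -0.018.

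At 5 hrs in the wild-type the ranges were 0.208 to 0.602 for the qPCR targets (0.459), 0.277 to 0.752 for IL6 (0.446), 0.208 to 0.902 for TNF (0.459), 0.009 to 0.168 for hepatocyte (0.117), 0.07 to 0.262 for cholesterol (0.201) and -0.204 to 0.08 for mitosis (-0.018). The mitosis sign turned to 0.017 and 0.004 without MET 5 hrs replicates 1 and 3 and to 0.08 and 0.068 without control replicates 1 and 2. The sensory neuron median of 0.036 had a mean of -0.009.

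In the mutant the ranges were -1.024 to -0.462 for complement (-0.655), -0.197 to -0.032 for splicing (-0.096), -0.277 to -0.133 for metabolism and stress (-0.27), -0.063 to 0.199 for wounding (0.112), -0.383 to 0.096 for IL6 (-0.129), -0.388 to -0.015 for TNF (-0.2), -0.15 to 0.048 for sensory neurons (-0.083), -0.01 to 0.407 for macrophage (0.251), -0.321 to 0.032 for hepatocyte (-0.124), 0.306 to 0.498 for NRF2 (0.321) and -0.803 to -0.343 for cholesterol (-0.345). Signs turned without treated replicate 3 for wounding, sensory neurons and macrophage (-0.063, 0.048, -0.01), without treated replicate 1 or untreated replicate 2 for IL6 (0.096, 0.04), without untreated replicate 3 for sensory neurons (0.029) and without treated replicate 2 for hepatocyte (0.032). The wounding list had a mean of -0.104.

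Single genes that turned in sign had small changes or wide spread. For jun in the mutant (0.005) the range was -0.09 to 0.136, with -0.053, -0.09 and -0.056 without treated replicate 2, treated replicate 3 and untreated replicate 3, and -0.007 with the replicate block. For jun at 2 hrs it was -0.083 to 0.029. For fos at 5 hrs in the wild-type it was -0.328 to 1.07, with -0.219 without replicate 1. For il6st in the mutant it was -0.063 to 0.197 and for cebpb -0.248 to 0.562, with -0.074 in the likelihood-ratio test. For cyp46a1 in the mutant it was -0.12 to 0.214, with -0.055 and -0.061 without treated replicate 2 and untreated replicate 3. For anxa1a at 2 hrs it was -0.077 to 0.132, with 0.013 as deposited, and for anxa2a -0.214 to 0.017, with 0.001 without replicate 3 and 0.015 with array weights.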

Differences from the paper's values

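The settings named as added below were chosen after the values were seen, and pre-set alternatives were set before the data were examined. A value is listed where it lies more than 1.5 times from the paper's and, for a fold change with a standard error, also by more than 1 standard error.

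For the wild-type at 2 hrs the paper states 273 DEGs and 6 were found (the paper's 179 and 94, here 4 up-regulated and 2 down-regulated). At 5 hrs the paper states 299 and 17 were found (the paper's 236 and 63, here 13 and 4). No pre-set alternative came within 1.5 times of these numbers. The pre-set count tests could not be run on RPKM. The highest numbers were 32 at 2 hrs, without MET 2 hrs replicate 3, and the added array weights gave 59 at 5 hrs. Added settings that called more of the paper's genes were a constant of 0.1 at 2 hrs (9 of 15 calls) and 5 hrs (14 of 22) and array weights (7 of 10 at 2 hrs and 45 of 59 at 5 hrs). The pre-set settings that did so were a mean of at least 1 RPKM (13 of 13 and 20 of 21), an FDR of 0.1 (18 of 24 and 23 of 33) and the fit without MET 2 hrs replicate 3 (18 of 32 and 22 of 27).

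For the mutant the paper states 529 DEGs (292 up-regulated and 237 down-regulated) and 90 were found (57 and 33). The pre-set likelihood-ratio test with robust dispersions came within 1.5 times, with 656 (353 and 303), and called all 527 genes of the paper's list. Its log2 fold changes on these genes correlated with the paper's at r = 0.99998. The fit without treated replicate 2 came within 1.5 times for all DEGs (451) and up-regulated DEGs (306) and not for down-regulated DEGs (145). DESeq2 gave 245, of which 240 were the paper's, and did not come that close.

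The paper states 114 shared DEGs (100 up-regulated and 14 down-regulated), and 3 were found (1 and 2). It states 55 early DEGs (38 and 17) against 2 here (2 and 0), 217 and 115 continuous up-regulated and down-regulated DEGs against 11 and 4, and 71 late DEGs against 3. No pre-set alternative closed these gaps.

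Between genotypes, the paper states 181 DEGs in the wild-type and not in the mutant, and 13 were found. It states 411 in the mutant and not in the wild-type, against 86 here and 440 without treated replicate 2. For the wild-type only pool the paper states 105 (73 up-regulated and 32 down-regulated) and 2 were found (2 and 0), with no pre-set alternative closer than 1.5 times. For its mutant only pool it states 244 (101 and 143) and 36 were found (11 and 25). Without treated replicate 2 the mutant only pool held 191, of which 97 were up-regulated, which is within 1.5 times of the paper's.

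The paper states a fold change of -13.2 for gck at 2 hrs and -7.23 was found. Pre-set alternatives within 1.5 times of the paper's value were the group means with a constant of 1 (-11.6) or 0.1 (-18.78) and the fits without control replicate 1 (-12.98) and without MET 2 hrs replicate 3 (-9.74). The fit without control replicate 3 gave -8.34, within 1 standard error. The other pre-set alternatives did not close the gap. At 5 hrs the paper states -13.1 and -7.89 was found, within 1 standard error.

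For the inflammatory genes the direction was the paper's, and a difference between genotypes was not shown. The paper treats these genes as responding in the wild-type only. It also gives qPCR from other larvae and from panther mutants. Here il6st changed by 0.55 in the wild-type and 0.11 in the mutant. The list scores were higher in the wild-type by 0.38 for wounding, 0.49 for IL6 and 0.72 for TNF signaling. No list passed (two-sided exact permutation p of 0.12 to 0.195, t-test adjusted p of 0.3739 to 0.4876). The permutation test has little power, so this does not contradict the paper.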

Other observations

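The comparisons in this part that go beyond the plan, which are the list test between genotypes, the lists reduced to the paper's DEGs and the choice of the glucocorticoid, NRF2, cholesterol and S phase lists, were made after the list results were seen.

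In the wild-type the paper's DEGs moved in its direction and few passed here. All 268 and 289 matched genes had its direction. Of these, 3 of 268 and 12 of 289 were called. In simulations with changes at 5 hrs alone, limma called 66 of 200 genes changed 1.5-fold (33%). Those genes were drawn from the better expressed ones, with noise independent between genes. The recall to expect for the paper's DEGs is therefore not known, and may be lower. Recall at 2 hrs was not simulated. A candidate explanation is the test, since in the mutant, where counts exist, the likelihood-ratio test called 656 genes and the quasi-likelihood test 90. On simulated counts with 200 genes changed 1.5-fold they called 72 and 47 with dispersions that follow a trend. With a dispersion for each gene they called 127 and 118. The simulations therefore did not reproduce a gap of that size. Wild-type gene counts, or the transcript lengths to rebuild them, would settle it.

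The overlap of calls at 2 and 5 hrs is a weak guide to what is dynamic. Of the paper's DEGs at 2 hrs, 95.5% had the same direction at 5 hrs. Yet the shared controls alone gave a mean r of 0.501, equal to the r of 0.501 in the data, and 87.1% with the same sign among genes with an unadjusted p-value under 0.05. A second set of untreated libraries, or controls for each time, would separate a sustained response from the controls' own variation. More genes than the simulations gave had an unadjusted p-value under 0.05 at both times (666 against 377), but more also had one at each time (2306 and 1976 against means of 1480 and 1503), and the Spearman rho of 0.388 lay below the simulated range of 0.448 to 0.479. The mutant shares no library with the wild-type. Of the paper's DEGs at 2 hrs, 248 of 267 (92.9%) changed in the same direction in the mutant at 5 hrs, 168 with an unadjusted p-value under 0.05. For these genes, that argues against the shared controls as the only source of their change at 2 hrs. Whether the change is sustained in the wild-type stays open. The shared calls numbered 0 without MET 2 hrs replicate 1, and 0 without MET 5 hrs replicate 1 or 3.

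Several responses were found in both wild-type and mutant. For mitochondrial, oxidoreductase, glucocorticoid and NRF2 genes no difference was found, with differences of 0.035, 0.034, -0.082 and 0.078 in list score (t-test adjusted p of 0.6451 to 0.8955). The permutation test used for these lists has little power, so the absence of a difference is not shown. S phase genes fell in both at 5 hrs, by -0.179 and -0.421, with 35 of 41 genes higher in the wild-type. A hypothesis is that these genes report MET toxicity or neuron loss directly, without glia. For NRF2 targets the smallest median with a library left out was 0.126, so the pattern may not rest on 1 library. Larvae without NTR in MET, and larvae with NTR and no MET at the same clock times, would test it.

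Sterol genes are a candidate for a difference. The study chose the 9 genes on these libraries for falling past its thresholds in the mutant and not in the wild-type, so a difference is in part built in. All 9 rose in the wild-type and all 9 fell in the mutant, each gene with an unadjusted t-test p-value under 0.05 for the difference. Within the wild-type at 5 hrs 0 of the 9 had an unadjusted p-value under 0.05 (limma). In the mutant 8 had one (edgeR quasi-likelihood), so the fall there carries most of the contrast. The oxidoreductase genes that the paper's text lists for its wild-type only pool hold several of the same sterol genes (msmo1, sc5d and cyp51), so its oxidoreductase and metabolism categories may restate 1 pathway. For the wider cholesterol list the difference was at least 0.471 with any 1 library left out, while the wild-type median at 5 hrs, 0.201, fell to 0.07 without control replicate 3, and with all libraries 0 of its genes had an unadjusted p-value under 0.05 at that time in the wild-type. For its 16 genes that the paper does not name the difference was 0.424 (two-sided exact permutation p = 0.04, the list chosen after the result was seen). The difference could come from the loss of glia, from another effect of the mutation, or from the separate experiments. The mutant libraries were also made from less RNA. Mutants and wild-type siblings treated and sequenced together would separate genotype from experiment. They would not separate glia from other effects of the mutation.

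For the inflammatory genes the data leave the question open. The mutant median of the wounding list changed sign without treated replicate 3 (-0.063), and in the wild-type the medians of the IL6 and TNF lists fell to 0.277 and 0.208 without MET 5 hrs replicate 1. Replicate 3 of that group had list scores of -0.077 and -0.127, or of 0.096 and -0.127 with only the genes among the paper's DEGs. The number of libraries is small, and a difference of 0.49 in the IL6 list had a two-sided exact permutation p of 0.195. The gene fos behaved unlike the list, with a fall in the mutant in 3 of 3 libraries and values of 48.8, 56.7 and 7.31 RPKM in the treated wild-type. A hypothesis is that fos, IER2 and btg2, all called as falling in the mutant, follow handling of the larvae. They were chosen after their values were seen, and the handling of each pool is not recorded. The sign of fos in the wild-type, -0.328 to 1.07 with libraries left out, may reflect the same.

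The gene foxd3 had a count of 0 in all 6 mutant libraries, and near 2 RPKM in the wild-type. The mutant line may lose the transcript, or the annotation of the mutant table may not count it. Wild-type libraries counted with the same tool would show which. The median of the glia markers changed by at most 0.10 with MET, and single markers could change by more. The separate tables do not allow the levels of these markers to be compared between genotypes.

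Whole heads dilute the targeted cells. Sensory neuron markers changed by a median of 0.03 at 2 hrs, 0.04 at 5 hrs and -0.08 in the mutant, and their sign turned with the mean in place of the median (-0.018 and -0.009 in the wild-type). The death of these neurons may therefore not be visible at this depth and dissection. Sorted neurons or glia, or single-cell libraries, would be needed to place any of these changes in a cell type.

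A list-level result under camera here often rests on the preset correlation of 0.01. With 3 libraries a group, fry found no call for S phase, glucocorticoid or cholesterol genes although most of their genes moved together, and the S phase median stayed at or beyond -0.328 in the mutant. More pools per group would make such results depend less on single libraries, since leaving out 1 library moved the mutant count between 22 and 451. The points that rest on the design would still need the other libraries named above.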
